# Characterization of rare spindle and root cell transcriptional profiles in the stria vascularis of the adult mouse cochlea

**DOI:** 10.1038/s41598-020-75238-8

**Published:** 2020-10-22

**Authors:** Shoujun Gu, Rafal Olszewski, Ian Taukulis, Zheng Wei, Daniel Martin, Robert J. Morell, Michael Hoa

**Keywords:** Computational biology and bioinformatics, Molecular biology, Auditory system, Computational neuroscience, Ion channels in the nervous system

## Abstract

The stria vascularis (SV) in the cochlea generates and maintains the endocochlear potential, thereby playing a pivotal role in normal hearing. Knowing transcriptional profiles and gene regulatory networks of SV cell types establishes a basis for studying the mechanism underlying SV-related hearing loss. While we have previously characterized the expression profiles of major SV cell types in the adult mouse, transcriptional profiles of rare SV cell types remained elusive due to the limitation of cell capture in single-cell RNA-Seq. The role of these rare cell types in the homeostatic function of the adult SV remain largely undefined. In this study, we performed single-nucleus RNA-Seq on the adult mouse SV in conjunction with sample preservation treatments during the isolation steps. We distinguish rare SV cell types, including spindle cells and root cells, from other cell types, and characterize their transcriptional profiles. Furthermore, we also identify and validate novel specific markers for these rare SV cell types. Finally, we identify homeostatic gene regulatory networks within spindle and root cells, establishing a basis for understanding the functional roles of these cells in hearing. These novel findings will provide new insights for future work in SV-related hearing loss and hearing fluctuation.

## Introduction

The stria vascularis (SV) is a heterogenous tissue located in the lateral wall of the cochlear duct. It is a stratified epithelium consisting of three major cell types (marginal, intermediate and basal cells), as well as other rare cell types, including spindle cells, macrophages, endothelial cells, and pericytes (Fig. 1). Marginal cells face the endolymph, while the basal cells abut the connective tissue of the spiral ligament. The marginal and basal cell layers sandwich the layer of intermediate cells, which interdigitate with these two cell types^1,2^. These cells work together to produce and maintain the endocochlear potential (EP), which is necessary for normal hearing^3–6^. Mutations in genes expressed in major SV cell types, such as *Kcnq1, Kcne1, Kcnj10* and *Cldn11*, are known to cause deafness and/or SV dysfunction including loss of EP^6–10^. Spindle cells, a rare SV cell type, are found at the superior and inferior borders of the SV and have been implicated in hearing loss and hearing fluctuation^11–13^. Other rare SV cell types including macrophages, pericytes, and endothelial cells^11,14,15^, as well as rare cell types adjacent to the SV including root cells^16,17^, have roles that remain incompletely defined as they relate to EP generation and ion homeostasis in the cochlea. Therefore, understanding the transcriptional profiles and underlying gene regulatory networks in rare SV cell types from the unperturbed adult SV will be critical for mechanistic studies of the role that rare cell types play in EP generation and ion homeostasis in the cochlea.

**Figure 1:**
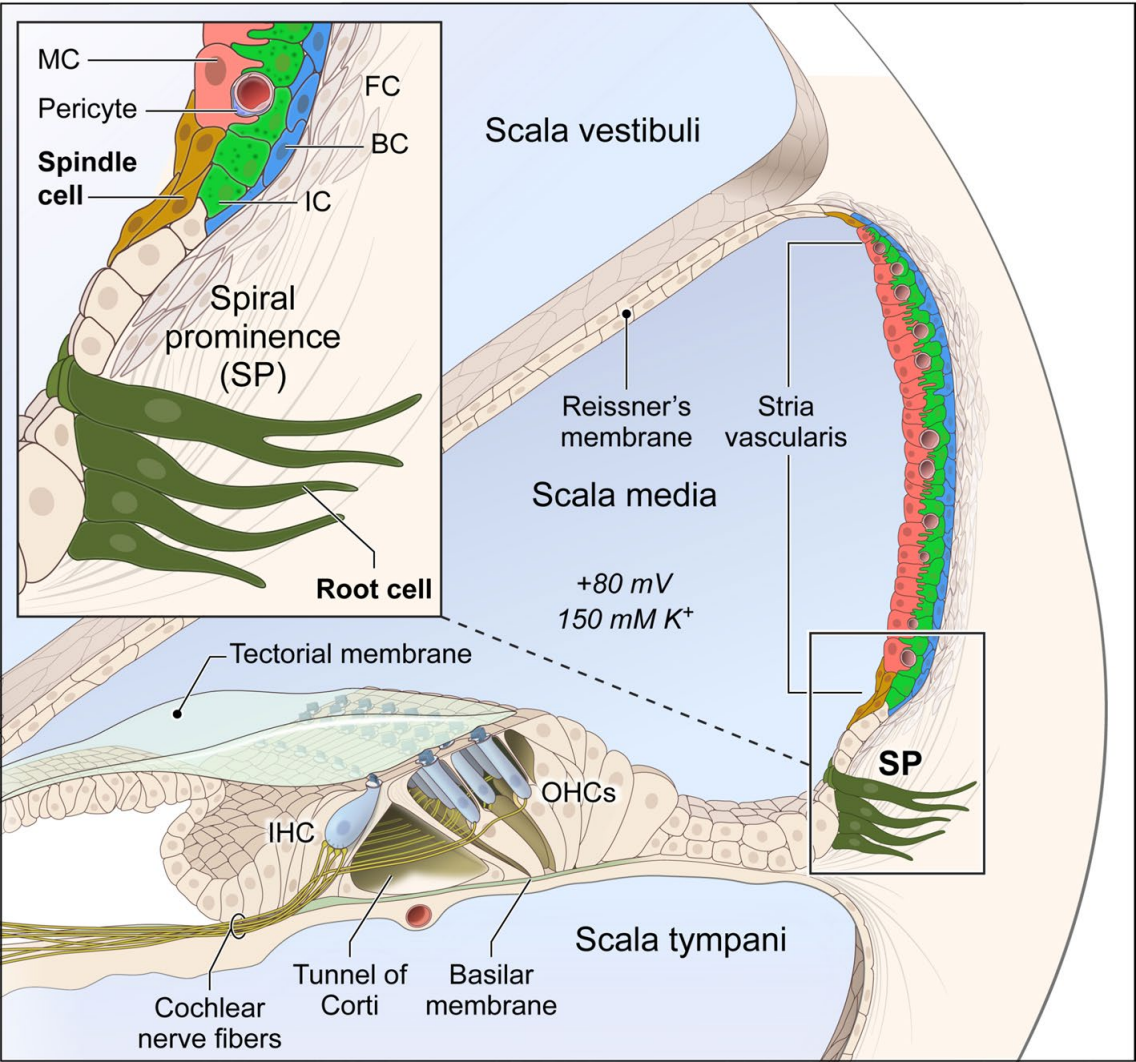
Illustration of adult mouse cochlea. Major stria vascularis cell types (marginal (MC), intermediate (IC) and basal (BC) cells) are colored as red, green and blue, respectively. Rare root cells just outside the stria vascularis and rare spindle cells in the stria vascularis are in magnified view, and colored as dark olive green and dark gold, respectively.

Our group has previously characterized transcriptional profiles of the major cell types in the adult mouse SV by single-cell RNA-Seq (scRNA-Seq) and single-nucleus RNA-Seq (snRNA-Seq)^2^. However, due to the low number of rare cell types captured, transcriptional profiles for rare SV cell types, specifically spindle and root cells, remained undefined. Previously, we and others have shown that that snRNA-Seq decreases cell size and shape heterogeneity, enabling more comprehensive transcriptional profiling of the tissues with heterogeneity in cell size and shape^2,18–22^. Despite the more comprehensive picture provided by snRNA-Seq, transcriptional profiles of rare SV cell types, specifically spindle and root cells, remained poorly distinguished in our previous study^2^. Recently in other organ systems, sample preservation methods have been utilized to improve capture of rare cell types and we hypothesized that a similar approach might facilitate transcriptional profiling of rare SV cell types^23–25^. In this study, we utilize two sample preservation methods, methanol fixation and RNAlater treatment, in snRNA-Seq to characterize rare cell transcriptional profiles in the adult SV. We define spindle cell transcriptional profiles and distinguish them clearly from those of root cells in the lateral wall of the cochlea. In the process, we compare these methods to the previously published adult SV snRNA-Seq. Finally, we define gene regulatory networks involved in homeostatic functions, referring to functions of the unperturbed adult SV, of spindle and root cells which was not possible with our previously published dataset^2^.

## Results

### Sample preservation process improves snRNA-Seq data quality

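The MethFix and RNAlater datasets are each 1 library of nuclei from pooled mice at P30 (postnatal day 30). In the methods, the MethFix nuclei come from 5 mice and the RNAlater nuclei from 6, while the sample labels give between 5 and 6 mice for MethFix and 10 for RNAlater. With 1 library per preservation method there is no replicate of either method, so no test between them is given. Intervals are exact 95% intervals, Poisson for UMIs, binomial for shares and from order statistics for medians, and they cover counting error only. The authors captured nuclei on the 10x Genomics platform, in which each nucleus receives a barcode and each RNA molecule a unique molecular identifier (UMI), and deposited for each library the matrix of UMI counts per gene and barcode that Cell Ranger made against the mm10 mouse genome (GRCm38), without normalization. The MethFix matrix holds 4748 barcodes with 21027671 UMIs in total, between 501 and 134970 per barcode (median 3469). The RNAlater matrix holds 3868 barcodes with 17681824 UMIs, between 506 and 41153 per barcode (median 3998.5). Starting from these matrices, nuclei were filtered with the limits in the methods, doublets (droplets with more than 1 nucleus) were removed with Scrublet, and each library was clustered by the Leiden algorithm with the settings in the methods, except that 24 genes named in the text were left out of the clustering so that their expression could be reported without having made the clusters. Clusters that scored high for several classes were divided once more before naming, a step beyond the methods. Clusters were named from lists of marker genes, as root-like or spindle-like for example, and their nuclei are written root nuclei or spindle nuclei for short. The names were rebuilt here, so a difference from the study can come from them. Expression in a class is given in CPM, the UMIs of a gene over all UMIs of the class scaled in the usual way. Of the barcodes, 3323 occur in both matrices, 70.0% of the MethFix barcodes and 85.9% of the RNAlater barcodes. Over these, the RNAlater UMIs were a median of 1.20 times the MethFix UMIs (quartiles 1.18 to 1.23), and 3321 of the 3323 profiles matched the profile of their own barcode in the other matrix best. Gene by gene, 89.4% of the MethFix UMIs of the shared barcodes are also counted in the RNAlater matrix, and the squared difference of the counts was 0.490 of the value that separate samplings would give. As the counts of the shared barcodes differed by less than the sampling noise, the 2 libraries were counted as 1 sample wherever a comparison would need replicates.

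**Figure D1:**
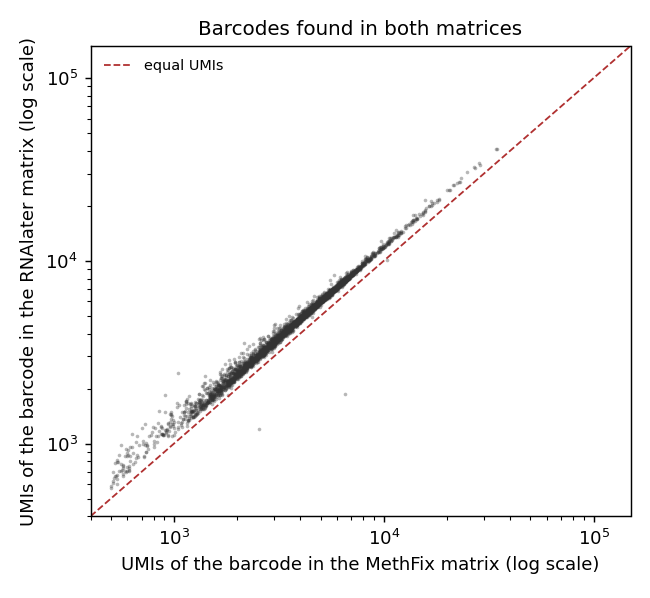
UMIs of each of the 3323 barcodes found in both matrices, in the MethFix matrix (horizontal axis) and the RNAlater matrix (vertical axis), both on a log scale, with 1 point per barcode and a dashed line where both are equal. Nearly all points follow a narrow band above the line, with a median ratio of 1.20.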

As a first step towards analyzing rare cell types in the SV, we utilized two forms of sample preservation, methanol fixation of nuclei (MethFix) and RNAlater treatment (RNAlater) of tissue prior to isolation of nuclei, to generate single nucleus transcriptional profiles from the P30 mouse SV. A total of 5681 nuclei were isolated and analyzed from the P30 mouse SV utilizing these sample preservation methods (3371 nuclei in the MethFix dataset, 2310 nuclei in the RNAlater dataset). 

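After all filters and doublet removal, 3372 nuclei of the MethFix library and 2311 of the RNAlater library were kept, 5683 in all. Of these, 2256 barcodes were kept in both libraries, so the 5683 nuclei carry 3427 different barcodes. The nuclei kept had a median of 3498.5 UMIs in MethFix (501 to 7999) and 4702 in RNAlater (506 to 7997). The alternative that moved these numbers most was leaving out the upper limit of 8000 counts, which kept 3674 MethFix and 2613 RNAlater nuclei.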

We compared our previously published adult SV single-nucleus transcriptional profiles (Ctrl) consisting of 5176 nuclei^2^ to these two datasets (MethFix, RNAlater) (Fig. 2a–c, respectively). The schematic for the different sample preparation steps for all three data sets is shown in Supplementary Figure S1a. 

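The number of genes with at least 1 UMI per nucleus had a median of 1740 over the 3372 MethFix nuclei kept (1697 to 1769) and of 2153 over the 2311 RNAlater nuclei kept (2121 to 2192). Over all deposited barcodes, before any filter, the medians were 1682.5 for MethFix and 1857.5 for RNAlater. The nuclei of the earlier control dataset were not analysed here. The RNAlater nuclei are deeper, so each nucleus was also thinned at random to 1000 UMIs, leaving out 265 MethFix and 89 RNAlater nuclei with fewer. At that depth the medians were 671 genes in MethFix (669 to 673) and 682 in RNAlater (680 to 684).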

Comparison of the three datasets demonstrated an increased number of genes detected per nucleus in the sample preservation datasets with 727, 1682, and 1857 median number of genes per nuclei in the Ctrl, MethFix, and RNAlater datasets (one-way ANOVA *p* < 0.0001). Post hoc t-tests demonstrated a significant difference between Ctrl and either MethFix or RNAlater datasets (both *p* < 0.0001), but not between MethFix and RNAlater datasets (*p* = 0.12) (Fig. 2d). 

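Among the 2256 barcodes kept in both libraries, every one had more genes in RNAlater, by a median of 269, from 1898.5 in MethFix to 2165.5 in RNAlater. Thinned to 1000 UMIs, 2156 of these pairs remained, and the median difference was 4 genes. The MethFix nuclei split by barcode: the 2407 whose barcode is in both matrices had a median of 1948 genes and the 965 whose barcode is only in the MethFix matrix had 1095, with median depths of 4051 and 2142 UMIs. Over the 2306 and 801 of these nuclei that were deep enough to be thinned, they then had 679 and 631 genes. Nuclei are not replicates, and no p-value is given for these medians. In its tests on nuclei (Fig. 2d), the paper reports a significant difference of both preservation datasets from the control dataset. It reports none between the MethFix and RNAlater datasets.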

The percentage of nuclei remaining after bioinformatic preprocessing, which included accounting for mitochondrial gene expression and removal of doublet nuclei, was increased in the sample preservation datasets (MethFix, RNAlater) compared to the previously published dataset (Ctrl) (Suppl. Fig. S1b).

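Of the 4748 MethFix barcodes, 4743 had at least 200 genes, 4342 of these at most 8000 counts, and 3596 of these at most 10% mitochondrial counts. Scrublet then marked 224 nuclei (6.23%) as doublets, and 3372 remained, 71.0% of the start (69.7% to 72.3%). Of the 3868 RNAlater barcodes, 3859, 3486 and 2329 passed the same limits, 18 nuclei (0.773%) were marked as doublets, and 2311 remained, 59.7% (58.2% to 61.3%). The 545 barcodes found only in the RNAlater matrix had a median mitochondrial share of 48.4%; 509 of them exceeded the limit and 35 were kept. Of the 1425 found only in the MethFix matrix, 73 exceeded it and 965 were kept.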

**Figure 2:**
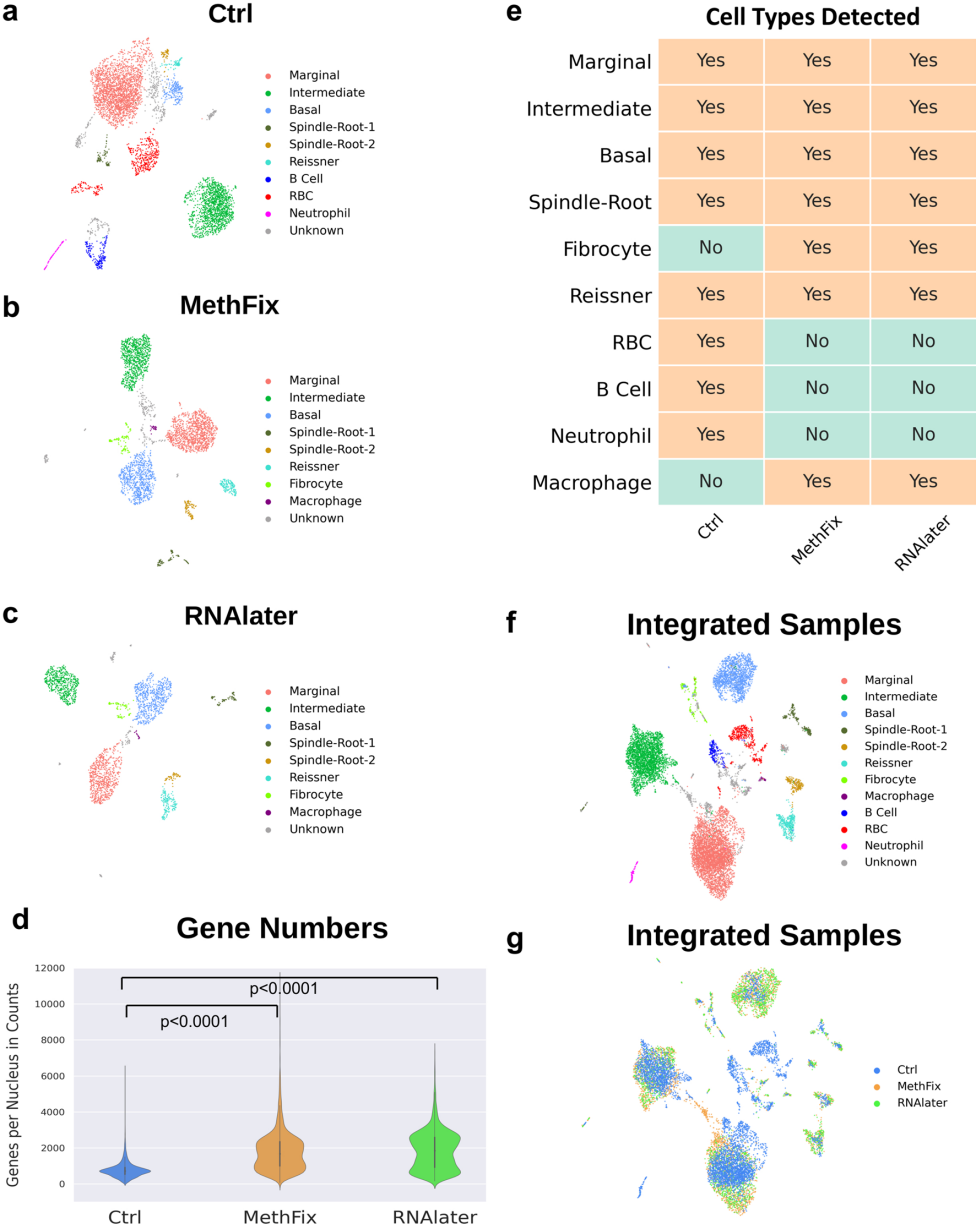
Comparison of Ctrl, MethFix and RNAlater datasets. snRNASeq datasets. (**a**) Ctrl, (**b**) MethFix and (**c**) RNAlater, were clustered by modularity-based clustering method with Leiden optimization algorithm, and visualized by 2D UMAP embedding. (**d**) Increased number of genes detected per nucleus in sample preservation datasets (1682 median genes per nuclei in MethFix, 1857 median genes per nuclei in RNAlater) compared to Ctrl dataset (727 median genes per nuclei) (one-way ANOVA *p* < 0.0001), while no significant difference between MethFix and RNAlater dataset (post hoc t-test, *p* = 0.88). (**e**) Major SV cell types (marginal, intermediate, basal), spindle-root and Reissners’ membrane cells are detected in all three datasets, but other small populations of cells (fibrocyte,macrophage, RBC, B cell and neutrophil ) are detected in either Ctrl or MethFix/RNAlater datasets. Ctrl, MethFix and RNAlater datasets are integrated by Harmony and visualized by 2D UMAP embedding. Integrated cells are colored based on (**f**) cell identities or (**g**) original dataset (Ctrl, MethFix, RNAlater).

### Stria vascularis cell type clusters remain consistent in control and sample preservation snRNA-Seq datasets of the adult SV

Despite these differences, UMAP (Uniform Manifold Approximation and Projection) plots depicting clustering for the previously published adult SV dataset (Fig. 2a)^2^ and the two datasets where sample preservation methods was employed (MethFix, RNAlater) (Fig. 2b,c, respectively) demonstrated similar clusters of SV cell types. SV cell type clusters including marginal, intermediate, basal, spindle/root cells, as well as, cells of Reissner’s membrane, were identified in all 3 datasets (Ctrl, MethFix, RNAlater). Furthermore, other small populations of cells including fibrocytes and macrophages were identified as unique clusters in both sample preservation datasets (MethFix, RNAlater) (Fig. 2b,c). In contrast, red blood cells (RBCs), B cells, and neutrophils were only detected in the Ctrl dataset (Fig. 2a). 

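The MethFix clusters included 1105 marginal, 853 intermediate, 746 basal, 183 spindle and root, and 155 Reissner's membrane nuclei among the 3372 kept. The RNAlater clusters included 670 marginal, 523 intermediate, 592 basal, 134 spindle and root, and 159 Reissner's membrane nuclei among the 2311 kept. Clusters that met no naming rule held 154 MethFix nuclei (4.57%) and 177 RNAlater nuclei (7.66%). Of the 2256 nuclei kept in both libraries, 2100 had a name in both, and 2089 of these (99.5%) had the same name, although each library was clustered on its own.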

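The name fibrocyte fell to a MethFix cluster of 107 nuclei led by Col1a1, Runx2, Col1a2 and Coch and to an RNAlater cluster of 17 led by Slc4a11, A2m and Coch. Among the unnamed RNAlater nuclei was a cluster of 57 led by Col1a1, Ibsp, Col1a2 and Runx2. Col1a1, Runx2, Col1a2, Rgs7bp, Phactr1, Ibsp and Fat3 were among the 10 leading genes of both this cluster and the MethFix one, so the name covers different nuclei in the 2 libraries and no share is compared. A group of 14 nuclei was named macrophage in each library, 0.415% of MethFix (0.227% to 0.696%) and 0.606% of RNAlater (0.332% to 1.01%). Each group came from the second division of a cluster that also held the neuron nuclei. At the resolutions in the methods it was not a cluster of its own.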

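No cluster of either library was named red blood cell, B cell or neutrophil. The smallest clusters held 7 and 6 nuclei, so this does not count such cells scattered among other clusters. Over all nuclei kept, Hba-a1, a haemoglobin gene of red blood cells, had 33 UMIs in MethFix and 98 in RNAlater, which is 2.74 CPM (1.88 to 3.84) in MethFix and 9.30 (7.55 to 11.3) in RNAlater. Cd79a of B cells had 1 UMI in MethFix and 3 in RNAlater, and Ly6g of neutrophils had 1 in each. Circulating cells of the control dataset were not analysed here.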

A summary of cell types identified in the three datasets is shown (Fig. 2e).

To understand how the proportions of cell types detected in each of the datasets (Ctrl, MethFix, RNAlater) reflected in vivo proportions, we compared the relative percentages of major SV cell types (marginal, intermediate, basal, and spindle/root cells) in all three datasets to in vivo percentages calculated from cell counts from mid-modiolar cochlear cross-sections (Suppl. Fig. S1c-f). Relative in vivo percentages of SV marginal, intermediate, basal and spindle/root cells (N = 6 adult mice) are shown with a representative mid-modiolar cochlear cross-section of the SV (Suppl. Fig. S1c and S1d, respectively). 

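As shares of marginal, intermediate, basal and spindle and root nuclei together (2887 in MethFix, 1919 in RNAlater), marginal nuclei made up 38.3% of MethFix (36.5% to 40.1%) and 34.9% of RNAlater (32.8% to 37.1%), intermediate nuclei 29.5% (27.9% to 31.2%) and 27.3% (25.3% to 29.3%), and basal nuclei 25.8% (24.3% to 27.5%) and 30.8% (28.8% to 33.0%). The basal intervals of the 2 libraries do not overlap, and the marginal and intermediate ones do. Among the 2082 such MethFix nuclei whose barcodes are in both matrices, marginal nuclei made up 36.9%, intermediate 26.7% and basal 29.6%. The counts from tissue sections were not analysed here.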

By comparison to the Ctrl dataset (Suppl. Fig. S1e), sample preservation datasets (Suppl. Fig. S1f. and S1g) demonstrated percentages of major SV cell types that were more similar to in vivo major SV cell type percentages (Suppl. Fig. S1c). Furthermore, the percentage of rare spindle/root cells in the MethFix and RNAlater datasets were 6.2% and 6.3%, respectively, nearly doubling the 3.4% of these cells in the control dataset.

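Spindle and root nuclei were 183 of 2887 in MethFix, 6.34% (5.48% to 7.29%), and 134 of 1919 in RNAlater, 6.98% (5.88% to 8.22%), with intervals that overlap. Of the nuclei kept in both libraries, 134 were named root or spindle in at least 1 of them, so most of the nuclei behind both shares carry the same barcodes. With the shared barcodes left out, an alternative chosen after seeing the data, the MethFix share was 5.22%. The control share was not analysed here.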

In order to visualize SV cells from all three datasets, the datasets were integrated with batch correction utilizing Harmony as previously described^26,27^. All SV cell types remained clustered together with cell identities based on clustering of individual datasets (Fig. 2f). The distribution of the three datasets (Ctrl, MethFix, RNAlater) within each of the clusters is shown in Fig. 2g. Major SV cell types remained in cell type-specific clusters after dataset integration. The expression pattern of representative marker genes used for cluster labeling are shown in Supplementary Figures S2-1 and S2-2. While, fibrocyte gene (*Coch*) expression was detected in the Ctrl dataset (Suppl. Fig. S2-2), these cells partially overlapped with other SV cell type clusters and as a result were not annotated as a fibrocyte cluster in the Ctrl dataset. Interestingly, in all three P30 SV data sets, two sub-clusters of spindle-root cells are revealed, and they are labeled as Spindle-Root-1 and Spindle-Root-2, respectively.

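The spindle-root nuclei fell into a root group of 86 nuclei in MethFix (2.98% of the major cell types, 2.39% to 3.67%) and 82 in RNAlater (4.27%, 3.41% to 5.28%), and a spindle group of 97 in MethFix (3.36%, 2.73% to 4.08%) and 52 in RNAlater (2.71%, 2.03% to 3.54%). Of the 86 MethFix root nuclei, 82 had barcodes found in both matrices and 4 had barcodes found only in the MethFix matrix, against 59 and 38 of the spindle nuclei. At the resolutions given in the methods, the root group came from 3 clusters and the spindle group from 1 in each library.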

### Differential expression (DE) analysis reveals transcriptional differences between rare populations of spindle and root cells

Cell type-specific gene expression across all three snRNA-Seq datasets for SV cell types (Ctrl, MethFix, RNAlater) is shown in Fig. 3. 

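For the comparison of spindle and root nuclei with marginal, intermediate, basal, Reissner's membrane, fibrocyte and macrophage nuclei, UMIs were summed per class and library and divided by effective library sizes (total UMIs times edgeR's TMM factor), and the log2 ratio of the sums was averaged over both libraries. The genes were split at random into 2 sets, and each gene was measured on clusters made from the set without it. As the libraries share most nuclei, they count as 1 sample, and no test or p-value is given. Slc26a4 (ENSMUSG00000020651.7, chromosome 12 from 31519827 to 31559969, minus strand of GRCm38), which encodes the anion exchanger pendrin, was higher in spindle and root nuclei by 7.44 on the log2 scale, 7.40 in MethFix and 7.47 in RNAlater. Kcnj16 (ENSMUSG00000051497.15, chromosome 11 from 110968033 to 111027968, plus strand), which encodes an inwardly rectifying potassium channel, was higher by 5.79, 5.61 in MethFix and 5.96 in RNAlater, on 60 and 50 UMIs in spindle and root nuclei. Neuron, Schwann cell, endothelial and pericyte nuclei did not enter this comparison. Each of these classes had fewer than 10 nuclei of a library in at least 1 of the 2 clusterings, for neurons 8 MethFix nuclei in 1 of them. Kcnj16 was not lower in all of these classes. It stood at 241 CPM (96.8 to 496) in MethFix Schwann cell nuclei, on 7 UMIs. In neuron nuclei it stood at 69.2 (14.3 to 202) in MethFix and 111 (30.3 to 285) in RNAlater, on 3 and 4 UMIs. Among all genes with at least 50 UMIs in the higher class, the largest values were those of Lgr5 (8.86), Otog (8.56), Otogl (8.40), Rspo2 (8.12) and Tmprss3 (8.05). In the neuron nuclei left out, Lgr5 stood at 92.3 CPM (25.2 to 236) in MethFix, on 4 UMIs. In those of RNAlater it stood at 139 (45.1 to 324), on 5 UMIs. The alternative that moved Slc26a4 and Kcnj16 most was edgeR's fitted contrast, which was added after seeing the data and gave 9.02 and 7.86. It averages root with spindle nuclei, and the other classes with each other, on the log scale. The order differed under this contrast, with Lgr5 at 3.89, Rspo2 at 5.58 and Otog at 7.19 but Otogl at 9.47 and Tmprss3 at 8.77. Whether the averaging caused these changes was not tested. The first 5 genes of the fitted contrast under the same limits were Otogl, Slc26a4, Tmprss3, Pex5l and Chst9.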

The top 30 up-regulated genes (*p* value < 0.05, and sorted by fold change) in Spindle-Root cells obtained by comparing to other cell types are listed in Fig. 3a. Mean fold-change values were calculated based on DE analysis determined within each dataset (Ctrl, MethFix, RNAlater). Among the top 30 up-regulated genes in Spindle-Root cells were *Slc26a4* and *Kcnj16*, which are expressed in both sub-clusters of Spindle-Root cells and is consistent with our previously published spindle-root cell clustering^2^. 

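Slc26a4 stood at 2158 CPM (1988 to 2339) in MethFix and 2293 (2127 to 2468) in RNAlater in root nuclei and at 1301 (1167 to 1447) in MethFix and 1458 (1289 to 1643) in RNAlater in spindle nuclei, against 1.48 in MethFix and 1.05 in RNAlater in intermediate and 189 in MethFix and 164 in RNAlater in Reissner's membrane nuclei. The log2 ratio of root to spindle was 0.74. The root clusters differed, with 4465 CPM in a MethFix cluster of 34 nuclei and 3001 in an RNAlater cluster of 56. The other root clusters had lower values than spindle nuclei. These were 650 (504 to 826) and 0 in MethFix, and 981 (628 to 1459) and 0 in RNAlater. Kcnj16 stood at 76.5 CPM (47.4 to 117) in MethFix and 107 (73.8 to 151) in RNAlater in root nuclei and at 149 (106 to 203) in MethFix and 92.2 (53.7 to 148) in RNAlater in spindle nuclei. Its log2 ratio of root to spindle was -0.92 (-1.76 to -0.12) in MethFix and 0.27 (-0.61 to 1.21) in RNAlater, so its sign differed between the libraries, and the RNAlater interval includes 0.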

Based on the observation of two sub-clusters of Spindle-Root cells, we took advantage of this opportunity to perform a more detailed analysis of the transcriptional differences between the Spindle-Root sub-clusters. 

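Ranked by the log2 ratio of root to spindle nuclei, with a class without UMIs set to 3, the first 5 genes (at least 50 UMIs in the higher class, an absolute log2 ratio of at least 2 and the same direction in both libraries) were Rorb, Kcnb2, RP23-416J8.1, Dgkb and Ceacam16. This order depends on the floor, as a gene without UMIs in spindle nuclei ranks by its bound, below genes with 1 or 2 UMIs there. None of the 5 was among the first 5 under edgeR's fitted contrast, which were Lgr5, A230001M10Rik, Ntn4, Nr2f1 and Palm2, all without a UMI in spindle nuclei. That contrast gave 12.76 for Lgr5 and 11.64 for Nr2f1, which depend on the prior count and are not bounds, and 7.95 for Rorb. Ceacam16 was among the naming markers and is not reported further. The spindle sums of the others hold few UMIs, so their ratios have wide intervals. Kcnb2 (ENSMUSG00000092083.4, chromosome 1 from 15287254 to 15723750, plus strand of GRCm38), a potassium channel gene, had 435 UMIs in root and 1 in spindle nuclei in MethFix, a log2 ratio of 8.78 (6.30 to 14.09), and 394 and 2 in RNAlater, 7.05 (5.18 to 10.10). Dgkb (ENSMUSG00000036095.10, chromosome 12 from 37817726 to 38634239, plus strand), a diacylglycerol kinase gene, had a log2 ratio of 7.89 (5.39 to 13.20) in MethFix and 6.42 (4.55 to 9.47) in RNAlater. RP23-416J8.1 (ENSMUSG00000110067.1, chromosome 4 from 142598441 to 143074839, minus strand), annotated as a processed transcript, had 286 UMIs in root and 1 in spindle nuclei in MethFix, a log2 ratio of 8.18 (5.69 to 13.49), and 340 and 0 in RNAlater, a log2 ratio of at least 6.25 with the floor. These UMIs came mainly from 2 small root clusters, 1 of 14 MethFix nuclei and 1 of 13 RNAlater nuclei, which had no UMI of Slc26a4. They held 433 of the 435 MethFix and 390 of the 394 RNAlater root UMIs of Kcnb2, 233 of 234 and 252 of 255 of Dgkb, and all of RP23-416J8.1. With these clusters left out, an alternative chosen after seeing the data, the log2 ratio of Kcnb2 was 1.01, and Dgkb and RP23-416J8.1 did not pass the filter on low counts.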

The top 30 significant (*p* < 0.05) up-regulated genes in each Spindle-Root sub-cluster are shown in Fig. 3b,c, respectively.

**Figure 3:**
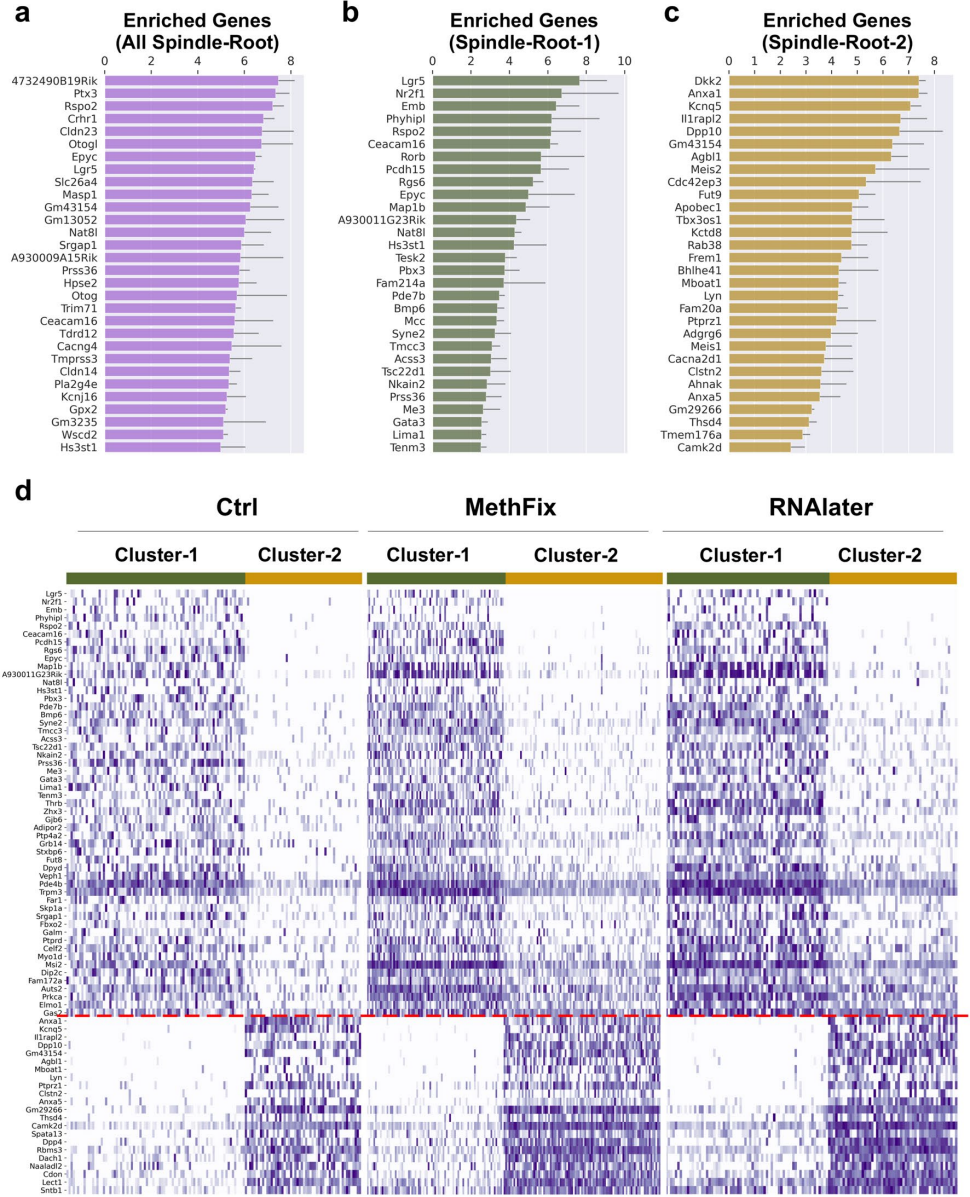
Differential expression analysis on Ctrl, MethFix and RNAlater datasets. Top 30 enriched genes in (**a**) spindle-root cells compared to other cell types, (**b**) Spindle-Root-1 compared to Spindle-Root-2 and (**c**) Spindle-Root-2 compared to Spindle-Root-1 are shown in barplot. The logarithm (base 2) of the fold-change (logFC) are displayed along the horizontal axis, and gene names are displayed along the vertical axis. Standard deviation of logFC among three datasets is shown with the error bar. (**d**) Normalized counts of unique enriched genes in Spindle-Root-1 (above red dashed line) and Spindle-Root-2 (below red dashed line) are shown as heatmaps for each dataset (Ctrl, MethFix, RNAlater). Nuclei are displayed along the horizontal axis and genes are displayed along the vertical axis.

To identify uniquely expressed genes in the each of the Spindle-Root sub-clusters, the DE gene lists for Spindle-Root-1 (Fig. 3b) and Spindle-Root-2 (Fig. 3c) were cross-referenced against genes expressed by other SV cell types to identify differentially expressed genes expressed by Spindle-Root-1 and Spindle-Root-2 (Fig. 3d). The resulting list of DE genes were compared across all 3 datasets and the list of commonly expressed genes between the 3 datasets were displayed in heatmaps for the Ctrl (Fig. 3d, left), MethFix (Fig. 3d, middle), and RNAlater (Fig. 3d, right) datasets. 

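In the opposite direction, with the same floor, the first 5 genes were Anxa1, Kcnq5, Meis2, Dpp10 and Il1rapl2, of which Kcnq5 and Il1rapl2 were among the naming markers. Dpp10, without UMIs in root nuclei, ranks by its bound. Under the fitted contrast the first 5 were Dpp10 (-14.41, not a bound), D430041D05Rik, Podxl, Clmp and Dkk2, the last also a naming marker, and Anxa1 was at -8.63. Meis2 (ENSMUSG00000027210.20, chromosome 2 from 115863064 to 116065839, minus strand of GRCm38), a homeobox gene, had 1 UMI in root and 213 in spindle nuclei in MethFix, a log2 ratio of root to spindle of -7.77 (-13.08 to -5.27), and 1 and 141 in RNAlater, -7.82 (-13.14 to -5.32). It was not higher in spindle and root nuclei together than in the other classes, with a log2 ratio of -0.19.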

The resulting lists of differentially expressed genes demonstrate that the Spindle-Root-1 and 2 exhibit distinct gene expression patterns.

To investigate the expression pattern of identified Spindle-Root sub-cluster markers in Fig. 3, select candidate genes were visualized on violin plots and single-molecule fluorescent in situ hybridization (smFISH) was performed for selected marker genes (Fig. 4). 

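Lgr5 (ENSMUSG00000020140.15, chromosome 10 from 115450311 to 115587780, minus strand of GRCm38) was found at 631 CPM (540.1 to 732) in MethFix and 682 (593 to 781) in RNAlater in root nuclei and had no UMI in spindle nuclei, where a count of 0 allows up to 11.4 in MethFix and 16.3 in RNAlater. Its log2 ratio of root to spindle was at least 5.71 with the floor of 3 UMIs. A UMI of Lgr5 was present in 39.5% of the MethFix root nuclei (29.2% to 50.7%, median depth 2915.5 UMIs) and in 0.352% of the intermediate nuclei (median depth 4030), which should lack it. Thinned to 1000 UMIs, with 7 root and 37 intermediate nuclei left out, the shares were 26.6% and 0.245%. Epyc (ENSMUSG00000019936.10, chromosome 10 from 97644068 to 97682454, plus strand) was found at 645 CPM (554 to 748) in MethFix and 581 (499 to 673) in RNAlater in root nuclei. In spindle nuclei it had 20 UMIs in 2 nuclei in MethFix and none in RNAlater. The log2 ratio of root to spindle was 3.11 (2.44 to 3.86) in MethFix and, with the floor, 5.22 in RNAlater.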

Violin plots, demonstrating expression level in normalized counts, for Spindle-Root-1 candidate genes, Leucine Rich Repeat Containing G Protein-Coupled Receptor 5 (*Lgr5*), and Epiphycan (*Epyc*) are shown in Fig. 4a. Violin plots for Spingle-Root-2 candidate genes, Annexin A1 (*Anxa1*) and Dipeptidyl Peptidase Like 10 (*Dpp10*), are shown in Fig. 4b. 

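Anxa1 (ENSMUSG00000024659.14, chromosome 19 from 20373428 to 20390944, minus strand of GRCm38) stood at 2423 CPM (2238 to 2619) in MethFix and 2087 (1884 to 2306) in RNAlater in spindle nuclei and at 7.29 (0.883 to 26.3) in MethFix and 6.50 (0.787 to 23.5) in RNAlater in root nuclei, on 2 UMIs in each library. Basal nuclei had 40.4 in MethFix and 46.3 in RNAlater. A UMI of Anxa1 was present in 78.4% of the MethFix spindle nuclei (median depth 2453 UMIs) and in 4.92% of the intermediate nuclei (median depth 4030), and in 63.7% and 2.45% after thinning to 1000 UMIs, with 6 and 37 nuclei left out. Dpp10 (ENSMUSG00000036815.16, chromosome 1 from 123321471 to 124045559, minus strand) stood at 2175 CPM (2000.0 to 2361) in MethFix and 2222 (2013 to 2448) in RNAlater in spindle nuclei and had no UMI in root nuclei, a log2 ratio of root to spindle of -7.64 with the floor of 3 UMIs. The upper 95% limit of this ratio was -7.25 in MethFix and -7.42 in RNAlater. Marginal nuclei had 262 CPM in MethFix and 257 in RNAlater.

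**Figure D2:**
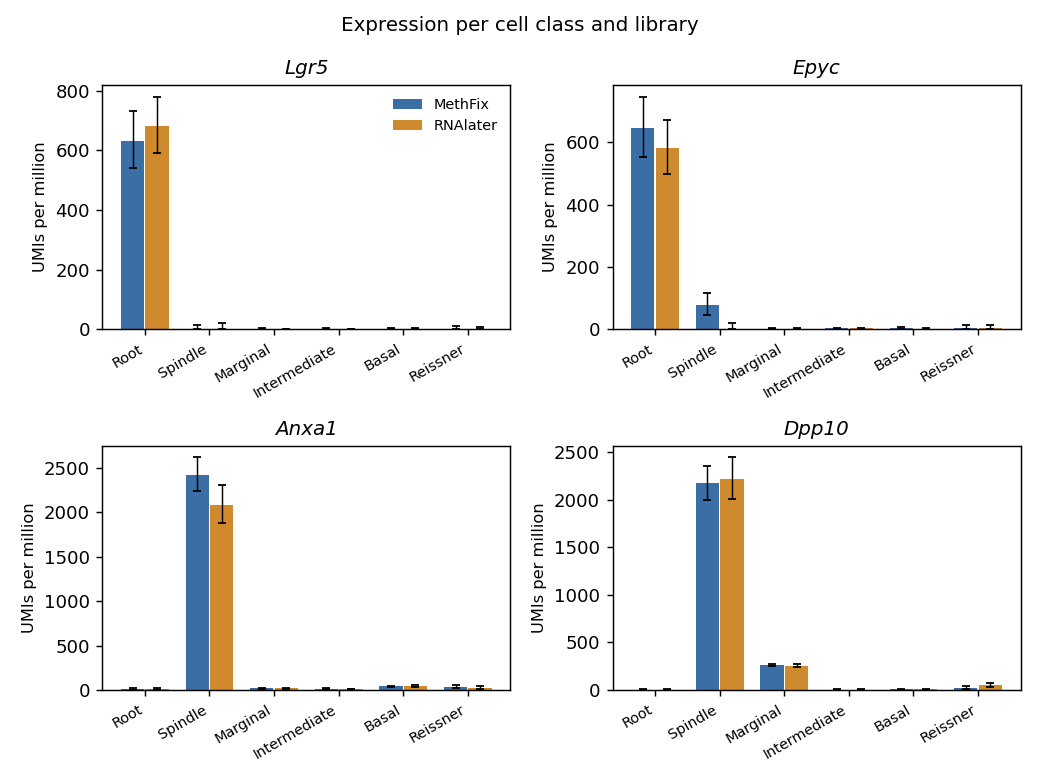
CPM of Lgr5, Epyc, Anxa1 and Dpp10 (vertical axes) per cell class (horizontal axes) of the MethFix (blue) and RNAlater (orange) libraries, with exact 95% Poisson intervals as error bars. Lgr5 and Epyc are highest in root nuclei, Anxa1 and Dpp10 in spindle nuclei, and Dpp10 is also present in marginal nuclei.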

Interestingly, we found that Spindle-Root-1 enriched genes *Lgr5* (Fig. 4c, c’) and *Epyc* (Fig. 4d, d’) are expressed in root cells, while Spindle-Root-2 enriched genes *Anxa1* (Fig. 4e, e’) and *Dpp10* (Fig. 4f, f’) are expressed in SV spindle cells. Since KCNJ10 protein has been previously shown to be expressed in root cells^16,17^ in addition to SV intermediate cells^2,9,28^, we co-localized *Lgr5* RNA with *Kcnj10* RNA in root cells (Suppl. Fig. S3a, a’). While *Anxa1* was expressed by the spiral prominence surface epithelial cells in continuity with the spindle cells, we did not identify a distinct transcriptional cluster of these surface epithelial cells in the spiral prominence. Neither *Anxa1* nor *Dpp10* RNA was expressed in other regions of the cochlea (data not shown). *Lgr5* RNA expression was also observed in Deiters cells and cells of the outer sulcus (Suppl. Fig. S3b). In addition to root cells, *Epyc* RNA expression was localized to the outer sulcus and the greater epithelial ridge (Suppl. Fig. S3c). smFISH validation of *Lgr5* and *Epyc* expression (Fig. 4c,d, respectively) appears to be consistent with previous publications that demonstrated expression of these genes in the region of the outer sulcus or spiral prominence^29,30^. Therefore, our data demonstrate that Spindle-Root cells can be further distinguished into spindle and root cell clusters by previously uncharacterized marker gene expression. 

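Of the 134 barcodes kept in both libraries and named root or spindle in at least 1 of them, 80 were named root in both and 51 spindle in both, and none was root in one library and spindle in the other. These names came from clusterings run on each library alone and without Lgr5, Epyc, Anxa1 or Dpp10. As the barcodes are shared, this measures the stability of the clustering and is not a second set of nuclei. From the separation of these genes between the sub-clusters, together with the in situ hybridization, the paper concludes that the first sub-cluster holds root cells and the second spindle cells.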

Based on marker gene expression confirmed by smFISH, Spindle-Root-1 cells and Spindle-Root-2 cells will be referred to as root and spindle cells, respectively.

**Figure 4:**
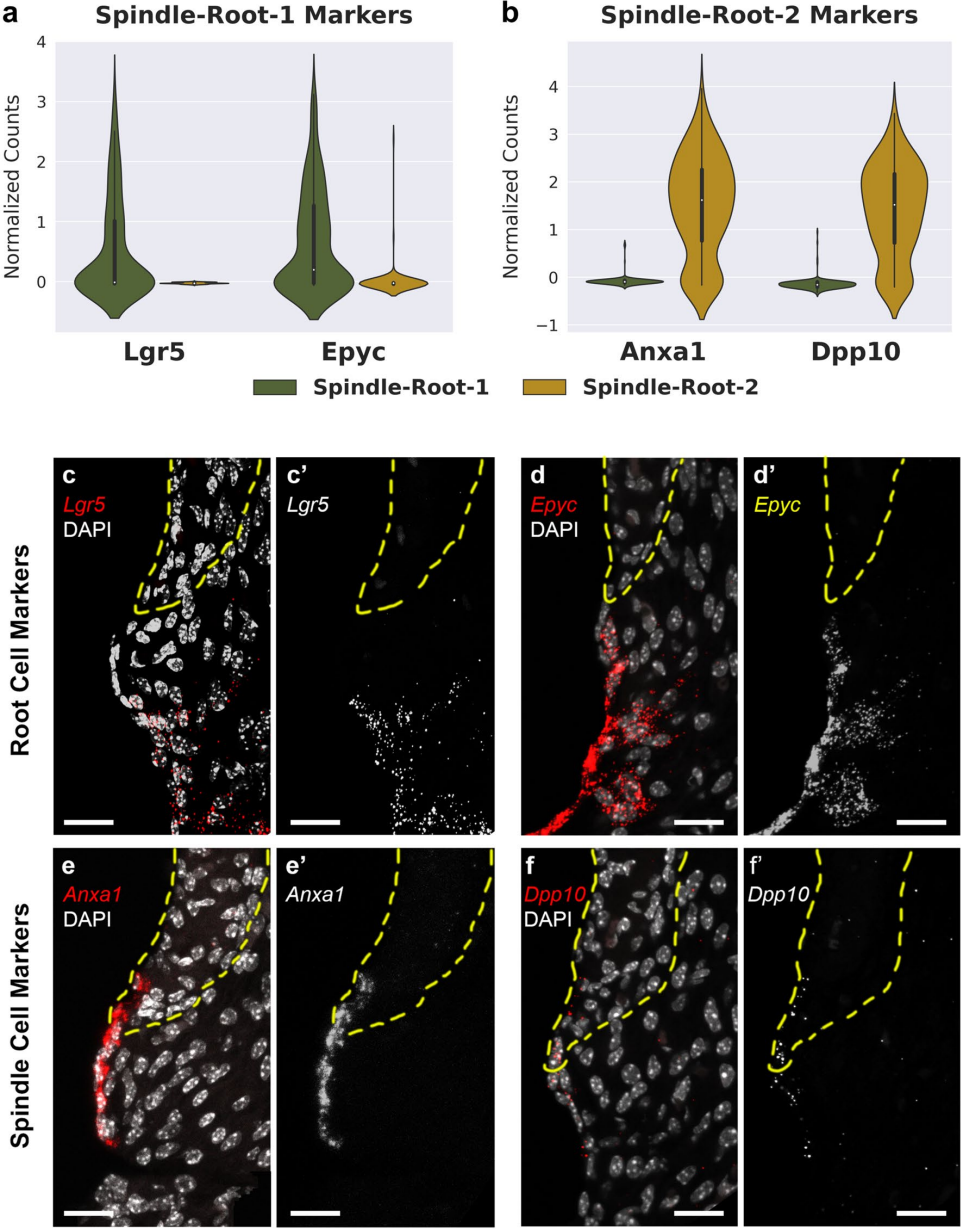
Validation of identified markers in Spindle-Root sub-clusters by single-molecule fluorescent in situ hybridization. Expression level (normalized counts) of (**a**) Spindle-Root-1 candidate markers (*Lgr5* and *Epyc*) and (**b**) Spindle-Root-2 candidate markers (*Anxa1* and *Dpp10*) are shown in violin plots. (**c**–**d’**) smFISH demonstrates expression of *Lgr5* (**c**, **c’**) and *Epyc* (**d**, **d’**) in root cells, while expression of *Anxa1* (**e**, **e’**) and *Dpp10* (**f**, **f’**) are detected in spindle cells. Grayscale images of smFISH probe are shown in single channel images (**c’**–**f’**). Scalebars are all 20 μm. Yellow dotted lines indicate location of stria vascularis. DAPI labels cell nuclei.

To determine the difference between the three datasets, we combined the datasets on their mutual genes without applying any data merging algorithm. A detectable batch effect, as demonstrated by the cells from each dataset clustering into distinct clusters, was observed between the Ctrl data set and the MethFixed (Suppl. Fig. S4a) and RNAlater (Suppl. Fig. S4b) data sets, respectively. However, a batch effect was not detected between MethFix and RNAlater datasets as suggested by the overlapping distributions amongst cell types between the two sample preservation datasets (Suppl. Fig. S4c) as well as when all three datasets are combined together (Suppl. Fig. S4d). 

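In the 2 libraries combined on their 18079 mutual genes without batch correction, the share of each nucleus's 10 nearest neighbours (30 principal components) from the other library was divided by the share that random mixing within its class would give. The median was 0.963 for marginal, 0.967 for intermediate, 1.08 for basal, 1.17 for root, 0.915 for spindle and 1.01 for Reissner's membrane nuclei. Of the 2256 nuclei kept in both libraries, 2253 (99.9%) had their own barcode of the other library among their 10 neighbours, where chance gives 0.176%, and for 2242 it was the nearest. For the MethFix nuclei whose barcode is only in the MethFix matrix, the medians were 0.265 for marginal, 0.263 for intermediate, 0.452 for basal, 0.569 for spindle and 0.591 for Reissner's membrane nuclei. These nuclei were shallower, with a median of 2307 UMIs for marginal nuclei against 6088.5 in RNAlater. Mixing was not computed at equal depth for them, so depth is not separated from a library effect. With the MethFix nuclei of shared barcodes left out, an alternative chosen after seeing the data, the median was 0 for marginal, intermediate and basal nuclei and 0.468 for spindle nuclei, and over their MethFix nuclei alone it was 0.300 for marginal, 0.157 for intermediate, 0.365 for basal and 0.770 for spindle nuclei. Only 11 MethFix Reissner's membrane nuclei then remain beside 159 of RNAlater, too few for a median over both, and these 11 had 0.850. Fibrocyte nuclei went the other way, with medians of 3.62 over all nuclei, 2.17 for barcodes only in the MethFix matrix and 1.30 with the shared barcodes left out. As that name covers different clusters in the 2 libraries, the share expected for it is not that of 1 class.

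**Figure D3:**
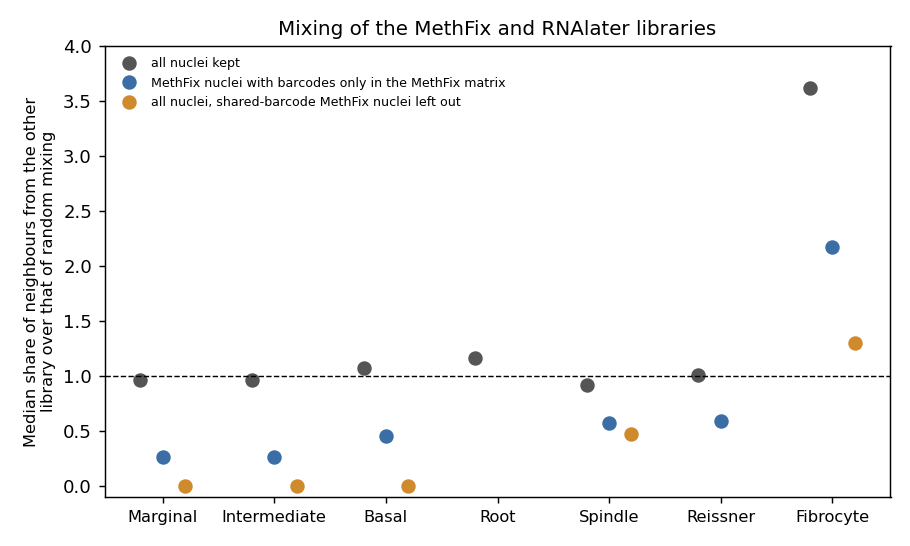
Median share of neighbours from the other library over that of random mixing (vertical axis; dashed line at 1, random mixing) per cell class (horizontal axis), for all nuclei kept (grey), for MethFix nuclei with barcodes only in the MethFix matrix (blue) and with the MethFix nuclei of shared barcodes left out (orange). The grey points lie between 0.915 and 1.17 except for fibrocyte nuclei at 3.62, and the blue and orange points lie below the grey ones where drawn, with those of fibrocyte nuclei above 1. Root nuclei have no blue or orange point and Reissner's membrane nuclei no orange one, as too few MethFix nuclei remain.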

Comparison of the combined MethFix and RNAlater datasets without batch correction (Suppl. Fig. S4e) to the combined MethFix and RNAlater datasets integrated with batch correction using Harmony as previously described^26,27^ demonstrated minimal impact on the clustering of SV cell types (Suppl. Fig. S4f.). Therefore, MethFix and RNAlater datasets were combined (MethFix-RNAlater) (Suppl. Fig. S4e) for downstream gene regulatory network analysis without using additional data merging algorithms.

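When the log expression of each gene was centred within each library before the principal components, the median share relative to random mixing was 0.530 for marginal, 0.645 for intermediate, 0.903 for basal and 1.02 for root nuclei, and that of spindle nuclei did not change. Harmony was not run here. From the small effect of Harmony on the clustering of cell types, after the overlap of the libraries, the paper reasons that the MethFix and RNAlater datasets can be combined without a merging algorithm.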

### Gene regulatory network landscape in SV root and spindle cells

To further explore potential homeostatic functional differences and similarities between spindle and root cells, we applied SCENIC as previously described by our labs and others^2,31^ to the combined sample preservation (MethFix-RNAlater) P30 mouse SV datasets (Suppl. Fig. S4c), which demonstrated overlapping distributions amongst cell types clusters without batch correction (Suppl. Fig. S4e). The top 10 regulons for root and spindle cells as determined by the regulon specificity score (RSS) along the horizontal axis are shown in Fig. 5a,b, respectively. The top shared regulons between root and spindle cells are shown in Fig. 5c. The higher the RSS, the more specific a given regulon is to the spindle and root cells, respectively^32^. The top enriched GO biological process terms for root, spindle, and shared root and spindle regulons were B cell homeostasis (GO:0001782), pericardium morphogenesis (GO:0003344), and blood vessel endothelial cell proliferation involved in sprouting angiogenesis (GO:0002043), respectively (Fig. 5d–f). *Sall2* and *Bach2* regulon activity are shown for root and spindle cells, respectively (Fig. 5g,h, respectively). Both regulons represent novel gene regulatory networks that have not been related previously to homeostatic function in the inner ear. 

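Sall2 (ENSMUSG00000049532.10, chromosome 14 from 52311172 to 52328762, minus strand of GRCm38) encodes a zinc finger transcription factor. It stood at 58.3 CPM (33.3 to 94.7) in MethFix and 68.2 (42.2 to 104) in RNAlater in root nuclei, on 16 and 21 UMIs, and at 7.63 (0.924 to 27.6) in MethFix and 5.42 (0.137 to 30.2) in RNAlater in spindle nuclei, on 2 and 1 UMIs. The log2 ratio of root to spindle was 3.02 (0.93 to 6.18) in MethFix and 3.82 (1.18 to 9.19) in RNAlater. Nr2f1 (ENSMUSG00000069171.13, chromosome 13 from 78188973 to 78199757, minus strand), a nuclear receptor gene, stood at 284 CPM (225 to 355) in MethFix and 325 (264 to 395) in RNAlater in root nuclei and had no UMI in spindle nuclei, a log2 ratio of 4.59 with the floor of 3 UMIs, or 3.88 without the 2 root clusters that have no UMI of Slc26a4. With these clusters kept, the lower 95% limit, averaged over both libraries, was 4.26. Among the MethFix root clusters, that of 34 nuclei held 1 UMI of Nr2f1, at 8.50 CPM (0.215 to 47.4). The clusters of 38 and 14 nuclei had 359 and 744 CPM. The activity of regulons was not analysed here.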

Putative *Sall2* target genes include *Sall2* itself and *Nr2f1* with UMAP plots in Supplementary Figure S5 (Suppl. Fig. S5a and S5b, respectively) demonstrating expression in root cell predominantly. *Nr2f1* also expressed by cells of Reissner’s membrane and an unknown population of cells in close proximity to root cells on the UMAP plot. 

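Reissner's membrane nuclei had 129 CPM (95.9 to 169) in MethFix and 110.2 (83.0 to 143) in RNAlater of Nr2f1. Among the unnamed nuclei, a MethFix cluster of 38 had 337 (226 to 484) and an RNAlater cluster of 41 had 259 (179 to 361). Cdh6, Tenm2, Robo2, Nrxn3 and Dcc were among the 10 leading genes of both clusters. Marginal nuclei had 0.846 in MethFix and 0.761 in RNAlater.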

While *Bach2* has been previously shown to be expressed in chick otic epithelium^33^ and is known for its role in the *Bcl6-Bcl2-p53* axis which controls hair cell apoptosis (reviewed by Morill and colleagues^34^), its role in the inner ear, either in inner ear development or in hearing remain incompletely characterized. 

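Bach2 (ENSMUSG00000040270.16, chromosome 4 from 32238804 to 32586108, plus strand of GRCm38) stood at 359 CPM (289.8 to 439) in MethFix and 385 (301 to 485) in RNAlater in spindle nuclei and at 164 (119.6 to 219) in MethFix and 143 (104 to 192) in RNAlater in root nuclei. Root over spindle gave a log2 ratio of -1.05 (-1.59 to -0.52) in MethFix and -1.27 (-1.84 to -0.70) in RNAlater. Intermediate nuclei had 21.9 in MethFix and 21.4 in RNAlater.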

Expression of putative *Bach2* target genes including *Anxa1* and *Dpp10* are shown with UMAP plots (Suppl. Fig. S5c and S5d, respectively) and are validated by smFISH (Fig. 4e–e’ and f–f’) and colocalized with *Bach2* (Suppl. Figure 6a–a’).

**Figure 5:**
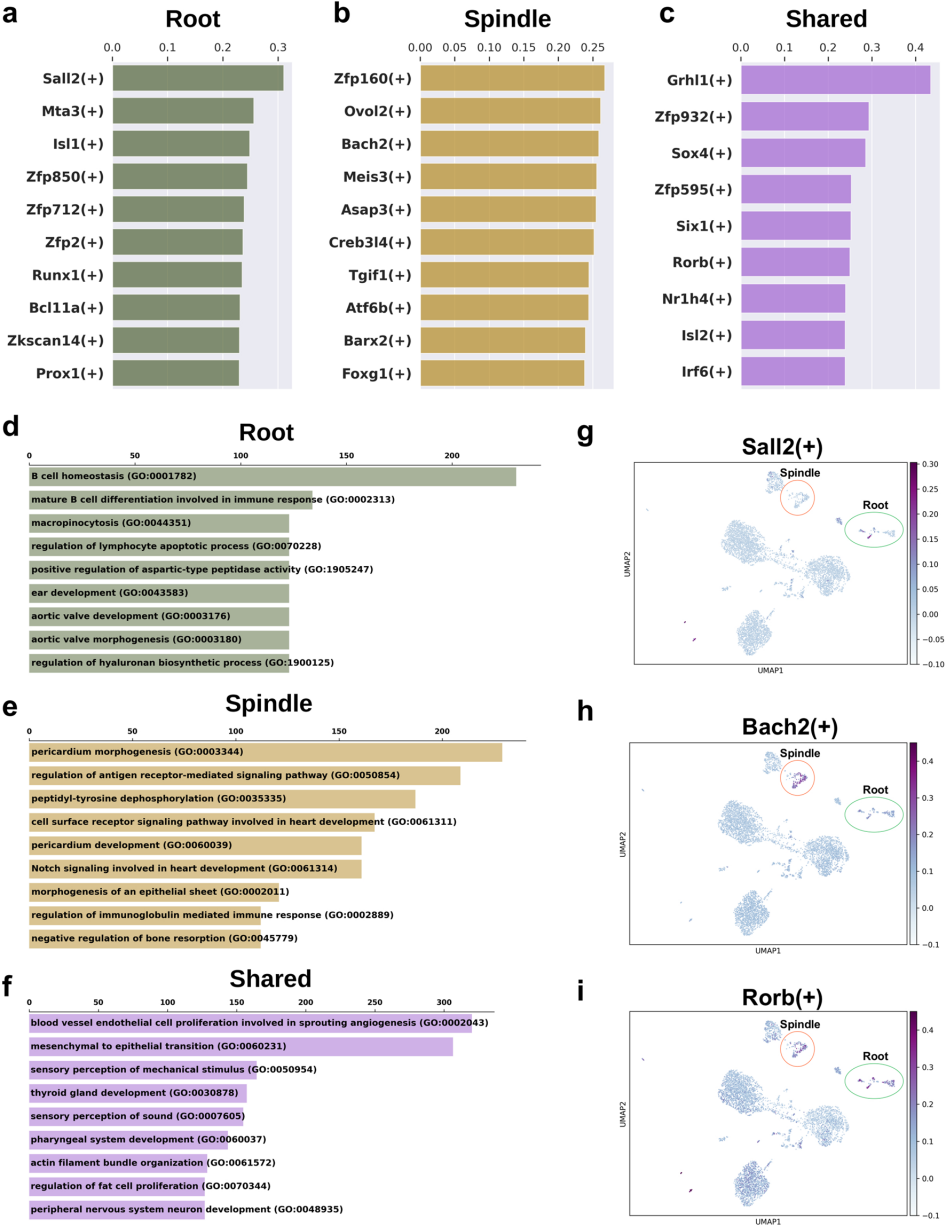
Regulon analysis by pyScenic on combined MethFix-RNAlater dataset. Top non-shared regulons by regulon specificity score (RSS) for (**a**) root cells and (**b**) spindle cells and (**c**) Top shared regulons are shown in bar plots. X-axis is the RSS. The top enriched GO biological process terms for genes in (**d**) the top 10 non-shared root regulons, (**e**) the top 10 non-shared spindle regulons and (**f**) the top shared regulons are ranked by combined score from Enrichr. Regulon activity (AUC score) of (**g**) Sall2, (**h**) Bach2 and (**i**) Rorb are shown in the 2D UMAP of MethFix-RNAlater combined dataset. Root and spindle clusters are highlighted by green and red circle, respectively.

The *Rorb* regulon, which is shared between root and spindle cells, and its regulon activity plot are shown in Fig. 5i. Putative *Rorb* target genes include *Otog*, *Cldn14*, and *Pde4b*. While mutations in *Otog*^35,36^ and *Cldn14*^37–39^ have been linked to hearing loss, mutations in *Pde4b* has not been previously linked with hearing loss. UMAP plots of gene expression for *Rorb*, *Otog*, *Cldn14*, and *Pde4b* are provided in the supplement (Suppl. Fig. S5e-h, respectively). While *Rorb* is expressed in the region of the future root cells as well as the organ of Corti in the apical cochlea at E15.5 with expression decreasing towards the basal turn of the cochlea, its expression is noted to be more widespread in the adult mouse cochlea^40^. 

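Rorb (ENSMUSG00000036192.15, chromosome 19 from 18930605 to 19111196, minus strand of GRCm38), a nuclear receptor gene, stood at 1702 CPM (1551 to 1864) in MethFix and 1578 (1441 to 1725) in RNAlater in root nuclei, at 477 (454 to 501) in MethFix and 495 (469 to 521) in RNAlater in intermediate nuclei and at 3.82 (0.0966 to 21.3) in MethFix and 10.8 (1.31 to 39.2) in RNAlater in spindle nuclei, on 1 and 2 UMIs. Marginal nuclei had 58.6 in MethFix and 63.4 in RNAlater, and basal nuclei 5.70 in MethFix and 5.90 in RNAlater. An unnamed cluster led by genes that include Loxhd1 and Tmc1 stood higher than root nuclei as a whole. It had 3119 (2407 to 3976) in MethFix, on 65 UMIs in 8 nuclei. In RNAlater it had 2662 (2135 to 3280), on 88 UMIs in 9 nuclei. Neuron nuclei had 208 in MethFix and 333 in RNAlater. Between root and spindle nuclei the log2 ratio was 8.84 (6.35 to 14.14) in MethFix and 7.24 (5.38 to 10.29) in RNAlater. Of the root UMIs, 360 of 467 in MethFix (77.1%) and 369 of 486 in RNAlater (75.9%) came from the clusters of 14 and 13 root nuclei without Slc26a4, at 6698 CPM (6024 to 7427) and 6569 (5916 to 7275), while a MethFix cluster of 38 root nuclei had 117 (60.2 to 204). With these 2 clusters left out, the log2 ratio averaged over both libraries was 6.26, against 8.04 with them. As the mean over nuclei rather than the sum, the root value was 1280.3 in MethFix and 1211 in RNAlater.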

Our data identifies *Rorb* expression in both root and intermediate cells of the adult SV (Suppl. Fig. S5e). 

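Otog (ENSMUSG00000009487.10, chromosome 7 from 46240987 to 46311434, plus strand of GRCm38), which encodes otogelin, stood at 416 CPM (343 to 499) in MethFix and 412 (344 to 491) in RNAlater in root nuclei and at 38.2 (18.3 to 70.2) in MethFix and 27.1 (8.80 to 63.3) in RNAlater in spindle nuclei, a log2 ratio of root to spindle of 3.48 (2.55 to 4.58) in MethFix and 3.98 (2.72 to 5.63) in RNAlater. Without the 2 root clusters that lack Slc26a4, the mean over both libraries was 2.30, against 3.73 with them. Intermediate nuclei had 1 UMI in each library.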

*Otog* expression (Suppl. Fig. S5f) is consistent with previously published expression in root cells in the perinatal mouse cochlea^35^. *Cldn14* expression (Suppl. Fig. S5g) is seen in both root and spindle cells of the adult SV and is consistent with previously reported expression by Ben-Yosef and colleagues^37^. 

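Cldn14 (ENSMUSG00000047109.12, chromosome 16 from 93919031 to 94008837, minus strand of GRCm38), a claudin gene, stood at 397 CPM (326 to 479) in MethFix and 386 (320.2 to 462) in RNAlater in root nuclei and at 462 (383 to 552) in MethFix and 374 (291 to 473) in RNAlater in spindle nuclei. As a log2 ratio, root over spindle was -0.18 (-0.57 to 0.20) in MethFix and 0.10 (-0.34 to 0.55) in RNAlater, so no difference between them was detectable at this depth. Intermediate nuclei had 4 UMIs in MethFix and none in RNAlater.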

While not previously described in the inner ear, *Pde4b* is expressed by both root and spindle cells as well as intermediate cells of the adult SV (Suppl. Fig. S5h).

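Pde4b (ENSMUSG00000028525.16, chromosome 4 from 102087543 to 102607259, plus strand of GRCm38), a phosphodiesterase gene, stood at 15711 CPM (15245 to 16187) in MethFix and 16024 (15579.8 to 16477) in RNAlater in root nuclei, at 3671 (3442 to 3910.1) in MethFix and 4141 (3853 to 4446) in RNAlater in spindle nuclei and at 1757 (1712 to 1802) in MethFix and 1908 (1858 to 1959) in RNAlater in intermediate nuclei, against 17.8 in MethFix and 12.2 in RNAlater in marginal nuclei. Reissner's membrane nuclei had 758 in MethFix and 685 in RNAlater. Root exceeded spindle nuclei by 2.07 on the log2 scale, 2.13 (2.03 to 2.23) in MethFix and 2.01 (1.90 to 2.12) in RNAlater.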

## Discussion

In this study, we utilize two sample preservation methods with snRNA-Seq to characterize rare cell transcriptional profiles in the adult SV. We compare these transcriptional profiles to previously published adult snRNA-Seq, demonstrating not only comparability, but also demonstrate the advantages of sample preservation in increasing the yield of rare cell types. Compared to our previous study which focused on transcriptional profiles of major SV cell types including marginal, intermediate and basal cells^2^, this current study utilizes novel methodologies to identify transcriptional profiles of rare SV cell types, notably spindle and root cells. While the small numbers of these rare cell types in our previously published control single nucleus dataset^2^ limited resolution of their transcriptional identities, we hypothesized that sample preservation methods might enable isolation of greater numbers of these particular rare cell types to resolve their transcriptional profiles. One caveat is that different sample isolation methods may result in preferential capture of certain cell types, necessitating that methods be tailored to the objectives of a given study^24^. Notably, Denisenko and colleagues noted that immune cells were detected at lower rates across all single nucleus RNA-sequencing experiments^24^. While the capture of circulating immune cell types including B cells and neutrophils was less robust with these sample preservation methods, our goal of isolating rare intrinsic cell types of the SV and adjacent tissues including spindle and root cells was achieved. In addition, sample preservation methods also allowed the capture of other rare cell types including a larger number of fibrocytes and macrophages, which were not detected in the control snRNA-Seq dataset.

We demonstrate that use of RNAlater as a sample preservation method for snRNA-Seq is viable and comparable to methanol fixation. Sample preservation techniques led to a higher percentage of rare cell types by the near doubling of root and spindle cells captured while the median genes per nuclei was increased in the sample preservation datasets compared to control dataset. Alterations in our bioinformatic processing pipeline (see Supplementary Note) from our published analysis^2^ may have contributed to the ability to resolve rare cell populations. While use of methanol fixation is employed after nuclei isolation and requires fairly rapid isolation of nuclei from tissue, the use of RNAlater allows for the placement of tissue at room temperature allowing for some flexibility in tissue and nuclei isolation. These results suggest that this method might be utilized with precious difficult-to-obtain tissue (i.e. human pathological tissue) for the purposes of snRNA-Seq, potentially facilitating collaborations across institutions, leading to further application of these technologies to human disease. Furthermore, regulatory network identification for spindle and root cells was not possible with the control dataset and was entirely based on data derived from the sample preservation datasets possibly due to the higher percentage of rare cell types captured. While these newly identified potential regulatory networks will need to be validated, examined and perturbed in future studies, our study establishes a basis for perturbing these regulatory networks.

Despite work elucidating the cyto-architecture and structural components involved in membrane physiology of root cells reviewed by Jagger and Forge^17^, the functional roles of root cells remain largely undefined. Proposed functions for root cells include cation absorption from the endolymph, potassium transport between junctional compartments, and involvement in the inflammatory response of the cochlea to pathological stress^16,17^. The involvement of root cells in cochlear ionic homeostasis is supported by previously published root cell expression of the α1 and β1 subunits of the Na, K-ATPase antiporter in the rat^41^, expression of the AE2 Cl^−^/HCO_3_^−^ exchanger in root cell processes invading the spiral ligament in the guinea pig^42^, expression of SLC26A4, an anion exchanger for chloride and bicarbonate, in the root cell processes in the adult mouse^43^ in addition to its expression in spindle cells^12^, and the expression of Kir4.1, encoded by *Kcnj10*, in root cells^16^ in addition to its expression in intermediate cells in the SV^2,3,44^.

Neonatal and adult *Epyc* knockout mice, while possessing normal-appearing cochleae including hair cells and supporting cells, have elevated hearing thresholds above 16 kHz on ABR, suggesting a role for *Epyc* in hearing^30^. Despite work that has established *Lgr5*, a cell membrane receptor of the Wnt signaling pathway, as a marker of potential inner ear stem cells^45–49^, its role in hearing is uncertain. Both *Lgr5* and its ligand, R-Spondin 2 (*Rspo2*), are differentially expressed by root cells when compared to spindle cells (Fig. 3). 

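Rspo2 (ENSMUSG00000051920.6, chromosome 15 from 43020794 to 43170826, minus strand of GRCm38) stood at 733 CPM (635 to 841) in MethFix and 740.5 (647 to 843) in RNAlater in root nuclei, and spindle nuclei held 2 UMIs in MethFix and 1 in RNAlater. The log2 ratio of root to spindle was 6.62 (4.75 to 9.67) in MethFix and 7.15 (4.66 to 12.46) in RNAlater. Within the MethFix root nuclei, a cluster of 34 had 1437 CPM of Rspo2 and 1276 of Lgr5, and a cluster of 38 had 311 and 87.4.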

*Rspo2* has been shown to promote clustering of acetylcholine receptors through its interaction with *Lgr5* at the neuromuscular junction^50^ and the expression of acetylcholine receptors has been previously demonstrated in the region of the root cells^51^. While the role of these acetylcholine receptors is generally thought to be inhibitory^51^, their role is largely undefined. Wangemann and colleagues have previously shown that potassium secretion in SV marginal cells is negatively regulated by stimulation of muscarinic acetylcholine receptors^52^, suggesting the possibility that *Lgr5* and its ligand, *Rspo2*, may play some role in regulating the undefined function of these receptors in root cells. Jagger and Forge have suggested that root cells “act as a continuous K^+^ sink” likely from the endolymph and we suggest that the ability to inhibit potassium entry may be protective by possibly preventing potassium loss from the endolymph in situations where potassium homeostasis is disrupted in the endolymph^17^. However, this is highly speculative with the functional roles in root cells of *Lgr5* and *Rspo2* remaining largely undefined. Our study establishes a possible rationale for future experiments which will define the functional roles of these genes in root cells.

Similar to root cells, the role of spindle cells in hearing have remained poorly defined. In this study, DE analysis identifies spindle cell-specific transcriptional profiles for the first time and validation of two candidate genes, *Anxa1* and *Dpp10*, consistently distinguishes these cells from adjacent root cells (Fig. 4e,f). *Dpp10* is a previously uncharacterized transmembrane channel protein in the inner ear, with an undefined role in SV function and hearing, that may play a role in modulating the activity of voltage-gated potassium channels^53^. While *Anxa1* RNA expression in other regions of the organ of Corti notably Hensen cells (data not shown) as described by Kalinec and colleagues^54^ was not seen, the existence of secreted forms and observations of ANXA1 in punctate form around lipid droplets leave open the possibility that other cochlear cell types may store ANXA1 after production. Alternatively, glucocorticoid stimulation could result in production of *Anxa1* in other cochlear cell types not included in our unstimulated snRNA-Seq datasets. *Anxa1* expression by smFISH (Fig. 4e,e’) in spindle cells and the surface epithelial cells of the spiral prominence suggests that these cell types, if distinct, may share transcriptional similarities. Alternatively, it is possible that a limited collection of these spiral prominence surface epithelial cells in our dataset limits the ability to transcriptionally distinguish them. Nonetheless, *Anxa1* expression distinguishes spindle cells from root cells.

Closer examination of spindle cell-specific gene regulatory networks supports the potential role of spindle cells in responses to inflammation. Specifically, the *Bach2* regulon (Fig. 5h), a spindle cell-specific regulon, includes *Anxa1* and *Dpp10*. *Bach2* is a transcription factor belonging to the BTB and Cap’n’collar (CNC) gene family that functions within multiple innate and adaptive lineages to control immune response. *Bach2* functions as a transcriptional repressor and is a known susceptibility gene for a number of autoimmune diseases^55–57^. *Bach2* appears to promote a shift from myeloid to lymphoid programs by suppressing myeloid genes in B cells^58^ as well as directing T helper (Th) cell differentiation, homeostasis, and effector functions while preventing full effector differentiation within Th cells in vitro^57^. Aberrant expansion of T follicular helper (Tfh) cells results in pathogenic autoantibodies and is frequently associated with autoimmune diseases^57,59,60^. Recently, Zhang and colleagues demonstrated that the loss of *Bach2* expression led to increased Tfh cell accumulation with a shift towards an IL-4-producing subset^57^. These data suggest that *Bach2* prevents humoral autoimmunity, at least in part by inhibiting the generation of pathogenic Tfh cells. *Bach2* also appears to regulate differentiation and effector functions of other T cell subsets including Treg and Th17 cells, which play prominent roles in autoimmunity when deregulated^61,62^. Finally, *Bach2* appears to be necessary for an appropriate macrophage responses to T cell-induced inflammation^63^. Thus, *Bach2* regulon activity in spindle cells suggests that these cells may play a role in regulating autoimmune responses in the inner ear. Furthermore, gene regulatory networks in root cells corroborate the suggested role of root cells in endolymph ion homeostasis as reviewed by Jagger and Forge^16,17^. The *Sall2* regulon (Fig. 5g), a root cell-specific regulon, includes target genes *Nr2f1* and *Sall2*. While *Sall2* has not previously been characterized in the inner ear, mutations in *Nr2f1* result in hearing loss^64–66^. *Nr2f1* expression is present in the cells which are fated to become the root cells in the cochlea^66,67^. Tarchini and colleagues demonstrate that long-range downregulation of *Nr2f1* through a mutation in *Mctp1* in the *deaf wanderer* (*Mctp1*^*dwnd*^) mice results in hearing loss with minimal alterations to cochlear structure^67^. Intriguingly, Bergeron and colleagues demonstrate that overexpression of *Nr2f1* in the Spot^Tg/Tg^ mutant mouse results in expansion of the endolymph-containing scala media with melanocytes failing to migrate to their proper locations in the vestibule but not the cochlea^68^. Despite, the apparent absence of hair cell degeneration in the face of *Nr2f1* downregulation, hearing loss associated with changes in the endolymph ion homeostasis may occur in a delayed fashion^69–71^. The difficulty with Spot^Tg/Tg^ mutant mouse model is that the vast majority of offspring die at birth with few that survive to young adulthood, thus making auditory testing inconclusive. Nonetheless, in combination with previously published expression of ion channel proteins expressed by root cells, including Na, K-ATPase antiporter, AE2 Cl^−^/HCO3^−^ exchanger, SLC26A4, and Kir4.1^17,41–43^, our observations of root cell regulons corroborate the idea that root cells may be involved in regulation of endolymph ion homeostasis.

Finally, shared root and spindle cell regulons implicate these cells in Meniere’s disease, an inner ear disease with a poorly understood pathophysiology and with no implicated cell types^72–74^. The retinoid-related orphan receptor β (*Rorb*) regulon is a shared between root and spindle cells. *Rorb* expression has been previously demonstrated to be involved in the differentiation of neuronal cell types and in regulating circadian activity^75–77^. In addition to previously validated expression of *Slc26a4*^2^, spindle and root cells express potential *Rorb* target genes, *Otog* and *Cldn14* (Suppl. Figure 5f and g, respectively). Recently, missense mutations in *Slc26a4*, *Otog*, and *Cldn14* have been characterized in patients with Meniere’s disease^38,78,79^. These authors suggest that acquisition of additional mutations over time in the form of missense mutations may underlie the onset of Meniere’s disease. Single cell transcriptional data provides an opportunity to identify potentially involved cell types in human disease^80^. This is particularly relevant to diseases where the organ of interest is difficult to access and has rare opportunities for tissue sampling in humans, as is the case for the inner ear. Thus, these data suggest that root and spindle cells may be involved in the pathophysiologic mechanisms underlying Meniere’s disease.

In conclusion, we define distinct transcriptional profiles for rare SV spindle cells and root cells in the spiral prominence. We characterize putative gene regulatory networks for these rare cell types and in doing so, identify potential roles that these cell types may play in the cochlea, including ion homeostasis and regulation of immune responses in the cochlea. Furthermore, we implicate these rare cell types in both genetic and acquired hearing loss. Finally, we provide some initial evidence that dysfunction in spindle and root cells may be related to Meniere’s disease.

## Methods

### Animal model and experimental design

CBA/J mice were purchased from JAX (Stock No. 000656). Postnatal day 30 (P30) mice were used for snRNA-Seq experiments and single molecule RNA fluorescent in situ hybridization (smFISH).

### Adult mouse stria vascularis preparation

The method of adult mouse SV preparation has been previously described^2^. Briefly, the lateral wall of the cochlea was microdissected from the bony wall of adult mouse cochlea and the pigmented strip in the cochlea lateral wall denoting the SV was microdissected from the spiral ligament using fine forceps. SV from all turns of the cochlea were collected. Samples were collected at the same time of day across individual mice and batches. For each collection, less than 1 h was spent prior to single nucleus capture on the 10 × Genomics Chromium platform. Sexes of mice were generally mixed for each experiment. 5 mice (2 female, 3 male P30 mice) were used for the methanol-fixed single nucleus capture and 6 mice (3 female, 3 male P30 mice) were used for the RNAlater-treated single nucleus capture. For the methanol-fixed sample, isolated cell nuclei obtained as previously described^2,23,81^. Briefly, nuclei were suspended in 200 μL Dulbecco’s phosphate buffered saline (DPBS), then 800 μL of ice-cold methanol was slowly added drop-by-drop to the single nuclei suspension while gently stirring the nuclei suspension. Nuclei were moved to the freezer and incubated 30 min at − 20 °C. Subsequently, cells were rehydrated in wash and resuspension buffer (1 × PBS with 1% BSA and 0.2 U/ul RNase Inhibitor). Nuclei suspension underwent centrifugation (100 rcf, 5 min, 4 °C) and supernatant was removed and cells were resuspended in 50 μL of wash and resuspension buffer to obtain 700–1200 cells/μL prior to nuclei isolation and sequencing. For the RNAlater-treated sample, freshly dissected adult SV tissues were submerged in and stored in 0.7 mL of RNAlater solution (Catalog No. AM7020, ThermoFisher, Waltham, MA) at room temperature in a 1.5 mL Eppendorf tube and then stored at 4 °C overnight. After incubation, DPBS was added in equal volumes (0.7 mL) to the tube and gently mixed, then centrifuged at 500 g for 5 min at room temperature. Supernatant was removed and replaced with lysis buffer before previously described nuclei isolation and sequencing.

### Single nucleus suspension

Isolation of nuclei from the adult mouse SV has been previously described^2^. Briefly, SV from ~ 5 to 6 P30 animals were isolated and collected in 3 ml DMEM F-12 media. Following collection, the media was replaced with 3 ml chilled lysis buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_, 0.005% Nonidet P40 in Nuclease free water) and the tissue were lysed at 4 °C for 25 min. The lysis buffer was then replaced with 1.5 ml DMEM F-12 media. The tissues were triturated and filtered through a 20um filter (pluriSelect Life Science, El Cajon, CA). The filtrate was centrifuged at 500rcf for 5 min at 4 °C. The supernatant was removed, and the cell pellet was resuspended in 1 ml nuclei wash and resuspension buffer (1 × PBS with 1% BSA and 0.2 U/μl RNase Inhibitor). The cells were filtered through a 10um filter (pluriSelect Life Science, El Cajon, CA) and centrifuged at 500rcf for 5 min at 4 °C. The supernatant was removed, and pellet resuspended in 50 μl of nuclei wash and resuspension buffer. Nuclei were counted in a Luna cell counter (Logos Biosystems, Annandale, VA) and a nuclear density of 1 × 10^6 ^cells/ml was used to load onto the 10× genomics chip.

### 10× Chromium genomics platform

Single nuclei captures were performed following manufacturer's recommendations on a 10× Genomics Controller device (Pleasanton, CA). The targeted number of captured nuclei ranged from 6000 to 7000 per run. Library preparation was performed according the instructions in the 10× Genomics Chromium Single Cell 3′ Chip Kit V2. Libraries were sequenced on a Nextseq 500 instrument (Illumina, San Diego, CA) and reads were subsequently processed using 10× Genomics CellRanger analytical pipeline using default settings and 10× Genomics downloadable mm10 genome as previously described^2^.

### Single-nucleus RNA-seq data preprocessing

*Quality Control*—snRNA-Seq data preprocessing was conducted by Scanpy (v1.4.5)^82^. Genes were filtered based on number of cells. Only genes detected in at least 3 cells are kept. Low-quality cells were filtered out when: (1) less than 200 genes were detected; (2) more than 8000 counts in total; and (3) more than 10% of mitochondria genes were detected.

*Doublet detection*—Transcriptional profiles of doublet nuclei in the snRNA-Seq dataset were computationally predicted by Scrublet (v0.2.1)^83^, and excluded from downstream analysis. Default parameters were utilized including an expected doublet rate of 0.1, number of principle components set to 30, and minimal gene variability set to 85.

### Clustering and data visualization

To cluster the cells by their expression, we used modularity-based clustering with Leiden algorithm implemented in Scanpy (v1.4.5) for each dataset separately. In brief: (1) raw counts were normalized by total with parameter *exclude_highly_expressed* set as True, and scaled by the function *pp.log1p*; (2) principal component analysis (PCA) was performed on top 4000 high variable genes, which were generated with default threshold of the mean expression and dispersion by the function *pp.highly_variable_genes*; (3) KNN graph was constructed based on the euclidean distance in top 30 PCA dimensions by the function *pp.neighbors* with parameter *n_neighbors* set as 10; (4) Cells were clustered by the function *tl.leiden* with the resolution Ctrl = 1.0, MethFix = 1.0 and RNAlater = 1.5. Clustered cells were visualized by Uniform Manifold Approximation and Projection (UMAP) embedding with 2 components. Heatmaps or violin plots were constructed as previously described^2^.

### Dataset integration

The integration of all three datasets (Ctrl, MethFix, RNAlater) and the sample preservation datasets (MethFix, RNAlater) was performed by utilizing the Harmony algorithm, which projects cells into a shared embedding^26^. The package used for data integration was harmony-pytorch (v0.1.3). Default parameters were utilized.

### Cell cycle and dissociation effect calibration

Biological effect calibration is conducted by Scanpy (v1.4.5).

*Cell cycle effect calibration*—Cell cycle heterogeneity in snRNA-Seq data sets was calibrated by calculating cell cycle phase scores based on identified cell cycle markers as previously described^84^. Briefly, cell cycle phase score is calculated by the difference of mean expression of the list of cell cycle genes^85^ and the mean expression of reference genes. The reference genes are randomly selected, which match the distribution of the expression of the given list. Detailed steps can be found in Scanpy tutorial documents (https://nbviewer.jupyter.org/github/theislab/scanpy_usage/blob/master/180209_cell_cycle/cell_cycle.ipynb).

*Dissociation effect calibration*—Dissociation effect calibration in snRNA-Seq data sets was performed similarly to cell cycle effect calibration based on identified dissociation related genes^86^. We have previously detailed the application of this technique to the single nucleus RNA-Seq data from the adult SV^2^. Cell cycle and sample dissociation effects minimally impact cluster composition in major SV cell types (Supplementary Note, Suppl. Fig. S7).

### Differential expression (DE) analysis

Methanol-fixed and RNAlater-treated data sets are combined on their mutual genes without any further data merging algorithms. DESingle (v1.6.0) was utilized to perform DE analysis between known SV cell types with default settings^87^. DESingle is specifically designed for single cell DE analysis and employs a zero-inflated negative binomial model to estimate the proportion of dropout and real zeros, allowing for a more accurate representation of differential gene expression at the single cell or single nucleus level^87^.

### Regulatory network inference

Gene regulatory network inference using single cell regulatory network inference and clustering (SCENIC) has been previously described^2,31^. It is a computational method for inferring GRN based on the expression level of transcriptional factors and their conserved motif-enriched cis-regulatory sequences. Briefly, SCENIC identifies potential gene regulatory networks by identifying regulons, defined as transcription factors and their downstream motif-enriched target genes, and by determining the activity of each of these regulons within each cell. From these analyses, a regulon activity matrix is constructed that can be utilized to cluster cells on the basis of shared regulatory networks and may identify cell types and cell states on the basis of shared activity of a regulatory subnetwork. SCENIC was implemented utilizing pySCENIC (v0.10.0). Downstream visualization and plots are created by Matplotlib (v3.2.0) and Seaborn (v0.10.0).

### Gene ontology and gene-set enrichment analysis

Gene ontology analyses and gene enrichment analyses were performed using Enrichr (https://amp.pharm.mssm.edu/Enrichr/) as previously described^2,88–91^. The combined score approach where enrichment score is calculated from the combination of the p-value computed using the Fisher exact test and the z-score was utilized. Top gene ontology (GO) terms were chosen by utilizing the combined score approach as described.

### Single-molecule fluorescent in situ hybridization (smFISH)

Fluorescent in situ hybridization was performed as previously described^2,92^ using the following RNAscope probes: *Lgr5* (Catalog No. 312171), *Epyc* (Catalog No. 572901), *Anxa1* (Catalog No. 509291), *Dpp10* (Catalog No. 553331), *Bach2* (Catalog No. 887121-C3), and *Kcnj10* (Catalog No. 458831-C3). RNAscope probes were obtained from Advanced Cell Diagnostics (Newark, CA, United States) and used with sections of cochleae from CBA/J mice at P30. Adult cochleae were dissected from the head and fixed over night at 44 °C in 4% paraformaldehyde (PFA) in 1 × PBS. Fixed adult mouse inner ears were decalcified in 150 mM EDTA for 5–7 days, transferred to 30% sucrose, and then embedded and frozen in SCEM tissue embedding medium (Section-Lab Co, Ltd., Hiroshima, Japan). Adhesive film (Section-Lab Co, Ltd., Hiroshima, Japan) was fastened to the cut surface of the sample to support the section and cut slowly with a blade to obtain thin mid-modiolar sections. The adhesive film with section attached was submerged in 100% EtOH for 60 s, then transferred to distilled water. Frozen tissues were sectioned (10 μm thickness) with a CM3050S cryostat microtome (Leica, Vienna, Austria). Sections were mounted with SCMM mounting media (Section-Lab Co, Ltd., Hiroshima, Japan) and imaged using a 1.4 N.A. objective.

## Ethical approval

All animal experiments and procedures were performed according to protocols approved by the Animal Care and Use Committee of the National Institute of Neurological Diseases and Stroke and the National Institute on Deafness and Other Communication Disorders, National Institutes of Health. All experimental protocols were approved by the Animal Care and Use Committee of the National Institute of Neurological Diseases and Stroke and the National Institute on Deafness and Other Communication Disorders, National Institutes of Health. All methods were carried out in accordance with relevant guidelines and regulations of the Animal Care and Use Committee of the National Institute of Neurological Diseases and Stroke and the National Institute on Deafness and Other Communication Disorders, National Institutes of Health.

## Supplementary information

Supplementary Information.

## Data Availability

All scripts for this study can be found in (https://github.com/Hoa-Lab/2020_Spindle-Root). All data generated in these studies have been deposited in the Gene Expression Omnibus (GEO) database (GEO Accession ID: GSE152551) and can be found on GEO [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152551]). The data has also been uploaded into the gene Expression Analysis Resource (gEAR), a website for visualization and comparative analysis of multi-omic data, with an emphasis on hearing research (https://umgear.org/p?l=58911b5d)^93^.

# Supplementary material for: Characterization of rare spindle and root cell transcriptional profiles in the stria vascularis of the adult mouse cochlea
**Source:** Sci Rep. 2020 Oct 22;10:18100. doi: 10.1038/s41598-020-75238-8
**Supplement:** Supplementary file 1 — Supplementary Information.

# Characterization of Rare Spindle and Root Cell Transcriptional Profiles in the Stria Vascularis of the Adult Mouse Cochlea

Shoujun Gu<sup>1</sup>, Rafal Olszewski<sup>1</sup>, Ian Taukulis<sup>1</sup>, Zheng Wei<sup>2</sup>, Daniel Martin<sup>3</sup>, Robert J. Morell<sup>2</sup>, and Michael Hoa<sup>1,\*</sup>

## Supplementary Note

### Alterations to Bioinformatic Processing Pipeline for Single-Nucleus RNA-Seq datasets.

Alterations in our bioinformatic processing pipeline from the previously published analysis <sup>1</sup> may have contributed to the ability to resolve rare spindle and root cells. These bioinformatic processing differences included: (1) use of Scrublet package for doublet detection and elimination, (2) use of the top 4000 highly variable genes (HVG) in this study compared to the top 2000 HVGs in the previously study likely facilitated both by the increase in number of these rare cell types captured and by the increase in number of genes detected per nuclei in the sample preservation datasets, (3) use of Leiden algorithm with resolution set in this study compared to the use of the Louvain algorithm with a resolution of 0.8, and (4) use of DEsingle <sup>2</sup> to perform differential expression analysis.

## **Cell cycle and sample dissociation effects minimally impact cluster composition in major SV cell types.**

As cellular heterogeneity in gene expression can be affected by a variety of cellular processes including sample dissociation effect <sup>3</sup> and cell cycle status <sup>4–6</sup>, we performed a closer examination of these factors to further establish the overall reliability of these datasets as cell type-specific transcriptome references. Our group and others have previously demonstrated that sample isolation procedures including cellular dissociation may also affect gene expression in tissue subpopulations <sup>1,3,7</sup>. We have previously implemented these analyses to demonstrate that single nucleus preparations demonstrate less dissociation-induced gene expression and improved cluster stability when compared to single cell preparations for RNA-Seq <sup>1</sup>. Cluster stability is defined as the percentage of nuclei that remain in the same cluster after dataset calibration over the total number of starting nuclei. Consistent with the previously described method, cluster stability with respect to dissociation-induced gene expression was greater than 90% for the major SV cell types (8049 of 8421 total nuclei) with venn diagrams demonstrating nuclei identified by the original clustering in purple, nuclei identified by the calibrated clustering in blue, and nuclei in the overlap of the two circles in light purple/lavender representing number of nuclei with cluster stability (Suppl. Fig. S7). SV marginal (Suppl. Fig. S7a-c) and intermediate (Suppl. Fig. S7d-f) cells demonstrated a high percentage of cluster stability. On the other hand, SV basal cells from the Ctrl dataset (Suppl. Fig. S7g) demonstrated a lower percentage of cluster stability when compared to SV basal cells in the MethFix and RNAlater datasets (Suppl. Fig. S7h and S7i, respectively).

Similar to our analysis of dissociation-induced gene expression, the effect of cell cycle-related gene expression on cluster stability was analyzed in the three datasets. Cluster stability with respect to cell cycle effect was greater than 90% for the major SV cell types (8112 of 8421 total nuclei). SV marginal (Suppl. Fig. S7j-l), intermediate (Suppl. Fig. S7m-o), and basal (Suppl. Fig. S7p-r) cells generally demonstrated high percentages of cluster stability. A similar observation was noted in the SV basal cells from the Ctrl dataset (Suppl. Fig. S7p), which demonstrated a lower percentage of

cluster stability when compared to SV basal cells from the sample preservation datasets (Suppl. Fig. S7q and S7r, respectively). Taken together, both dissociation-induced gene expression and cell cycle-related gene expression that may result from sample preparation appear to have a minimal impact on cluster composition in major SV cells in all three snRNA-Seq datasets. Thus, these snRNA-Seq datasets serve as a reliable reference for major and rare SV cell types.

### **Relating Transcriptional Signatures to Ultrastructural Features of Spindle Cells**

Ultrastructurally, spindle cells possess numerous microvilli on their surface facing the cochlear endolymph, which increase the available surface area of these cells <sup>8,9</sup>. While generally both resorptive and secretory functions have been ascribed to microvilli and the SV in general, microvilli have been implicated in a variety of diverse functions including, but not limited to, regulation of substrate transport and energy metabolism, gating of ion fluxes, calcium signaling, volume regulation, mechanoreception, and light perception <sup>10</sup>. Luciano and colleagues have suggested that spindle cells act as a structural barrier, isolating the intrastrial compartment from the surrounding fluids in the cochlea <sup>11</sup>. Furthermore, Luciano and colleagues have demonstrated junctional strands between spindle cells which are populated with gap junctions which act to couple these cells to each other. Gene ontology (GO) analysis of spindle cell gene regulatory networks reveals enrichment for biological process GO terms including positive regulation of vesicle fusion (GO:0031340), regulation of calcium ion transmembrane transport (GO:1903169), regulation of calcium ion transport into cytosol (GO:0010522), regulation of cell communication by electrical coupling (GO:0010649), and regulation of potassium ion transport (GO:0043266) that connect structural features of spindle cells with their potential functions.

### **References**

1. Korrapati, S. *et al.* Single Cell and Single Nucleus RNA-Seq Reveal Cellular Heterogeneity and Homeostatic Regulatory Networks in Adult Mouse Stria

- Vascularis. *Front. Mol. Neurosci.* (2019). doi:10.3389/fnmol.2019.00316
2. Miao, Z., Deng, K., Wang, X. & Zhang, X. DEsingle for detecting three types of differential expression in single-cell RNA-seq data. *Bioinformatics* (2018). doi:10.1093/bioinformatics/bty332
  3. Van Den Brink, S. C. *et al.* Single-cell sequencing reveals dissociation-induced gene expression in tissue subpopulations. *Nature Methods* (2017). doi:10.1038/nmeth.4437
  4. Scialdone, A. *et al.* Computational assignment of cell-cycle stage from single-cell transcriptome data. *Methods* **85**, 54–61 (2015).
  5. Nestorowa, S. *et al.* A single-cell resolution map of mouse hematopoietic stem and progenitor cell differentiation. *Blood* **128**, e20-31 (2016).
  6. Tsang, J. C. H. *et al.* Single-cell transcriptomic reconstruction reveals cell cycle and multi-lineage differentiation defects in Bcl11a-deficient hematopoietic stem cells. *Genome Biol.* (2015). doi:10.1186/s13059-015-0739-5
  7. Wu, H., Kirita, Y., Donnelly, E. L. & Humphreys, B. D. Advantages of Single-Nucleus over Single-Cell RNA Sequencing of Adult Kidney: Rare Cell Types and Novel Cell States Revealed in Fibrosis. *J. Am. Soc. Nephrol.* (2019). doi:10.1681/asn.2018090912
  8. Anniko, M. Surface structure of stria vascularis in the Guinea pig cochlea normal morphology and atoxyl-induced pathologic changes. *Acta Otolaryngol.* **82**, 343–353 (1976).
  9. Lim, D. J. & Anniko, M. Developmental morphology of the mouse inner ear: A scanning electron microscopic observation. *Acta Otolaryngol.* (1985). doi:10.3109/00016488509121766
  10. Lange, K. Fundamental role of microvilli in the main functions of differentiated cells: Outline of an universal regulating and signaling system at the cell periphery. *Journal of Cellular Physiology* (2011). doi:10.1002/jcp.22302

11. Luciano, L., Reiss, G., Iurato, S. & Reale, E. The junctions of the spindle-shaped cells of the stria vascularis: A link that completes the barrier between perilymph and endolymph. *Hear. Res.* (1995). doi:10.1016/0378-5955(95)00047-8

## Supplementary Figure S1

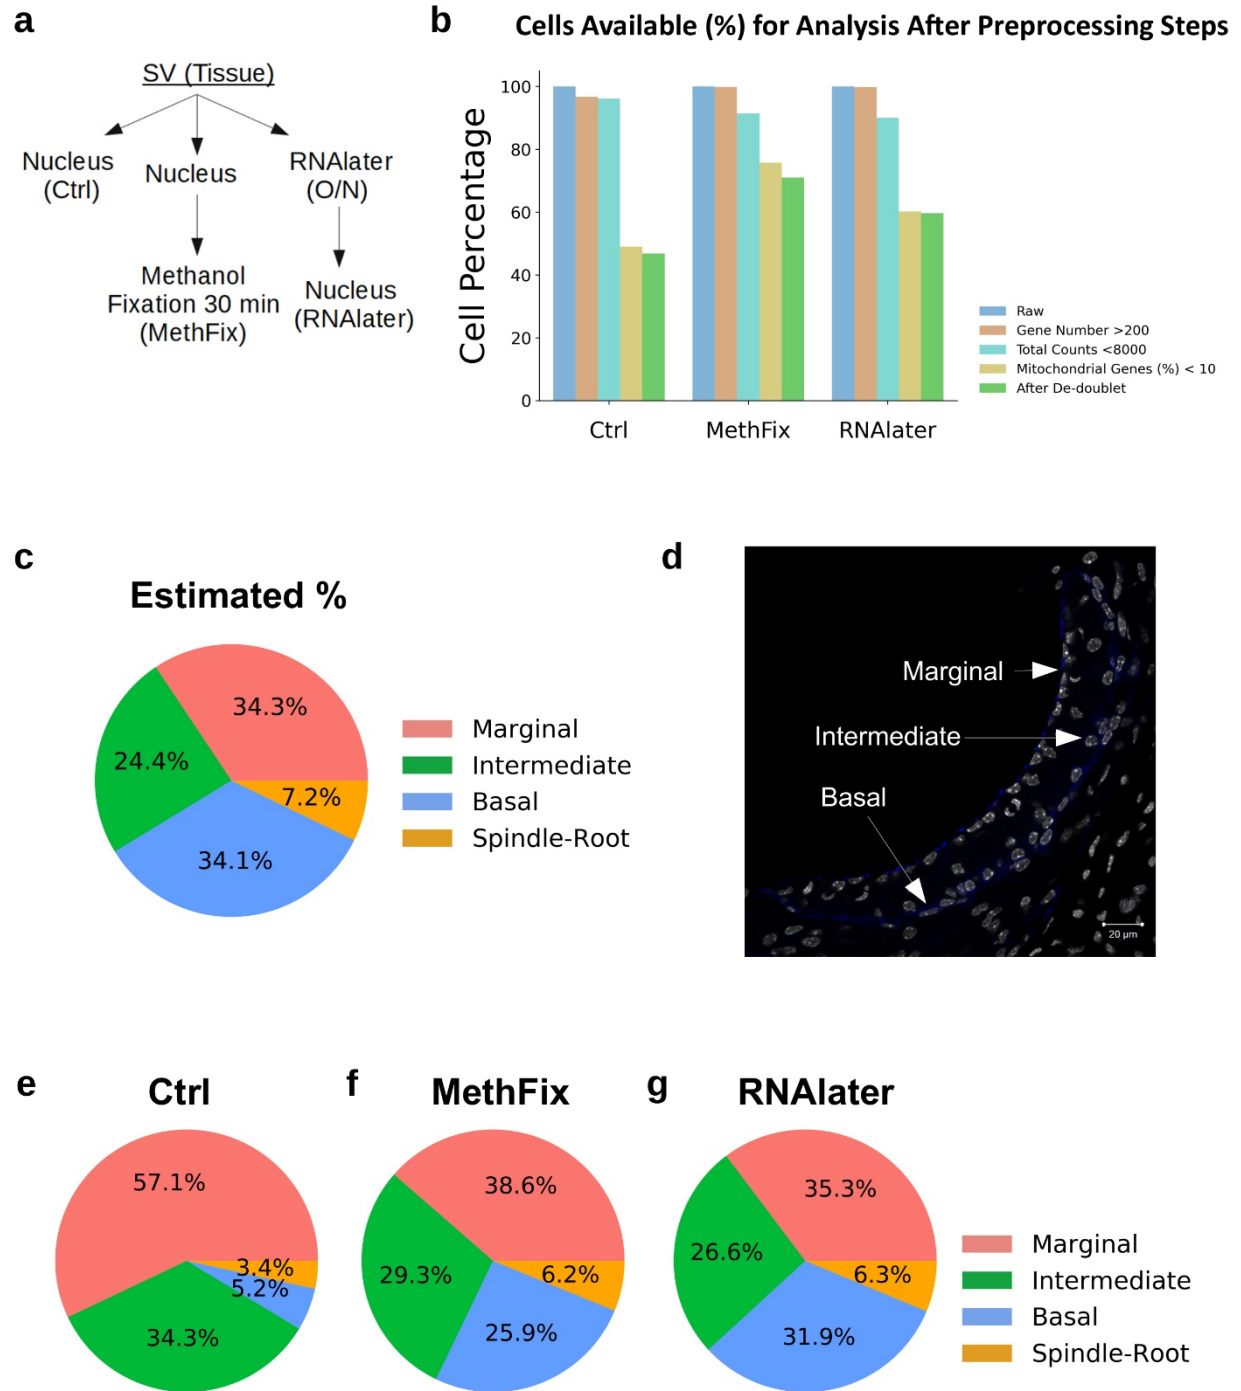

Supplementary Figure S2-1

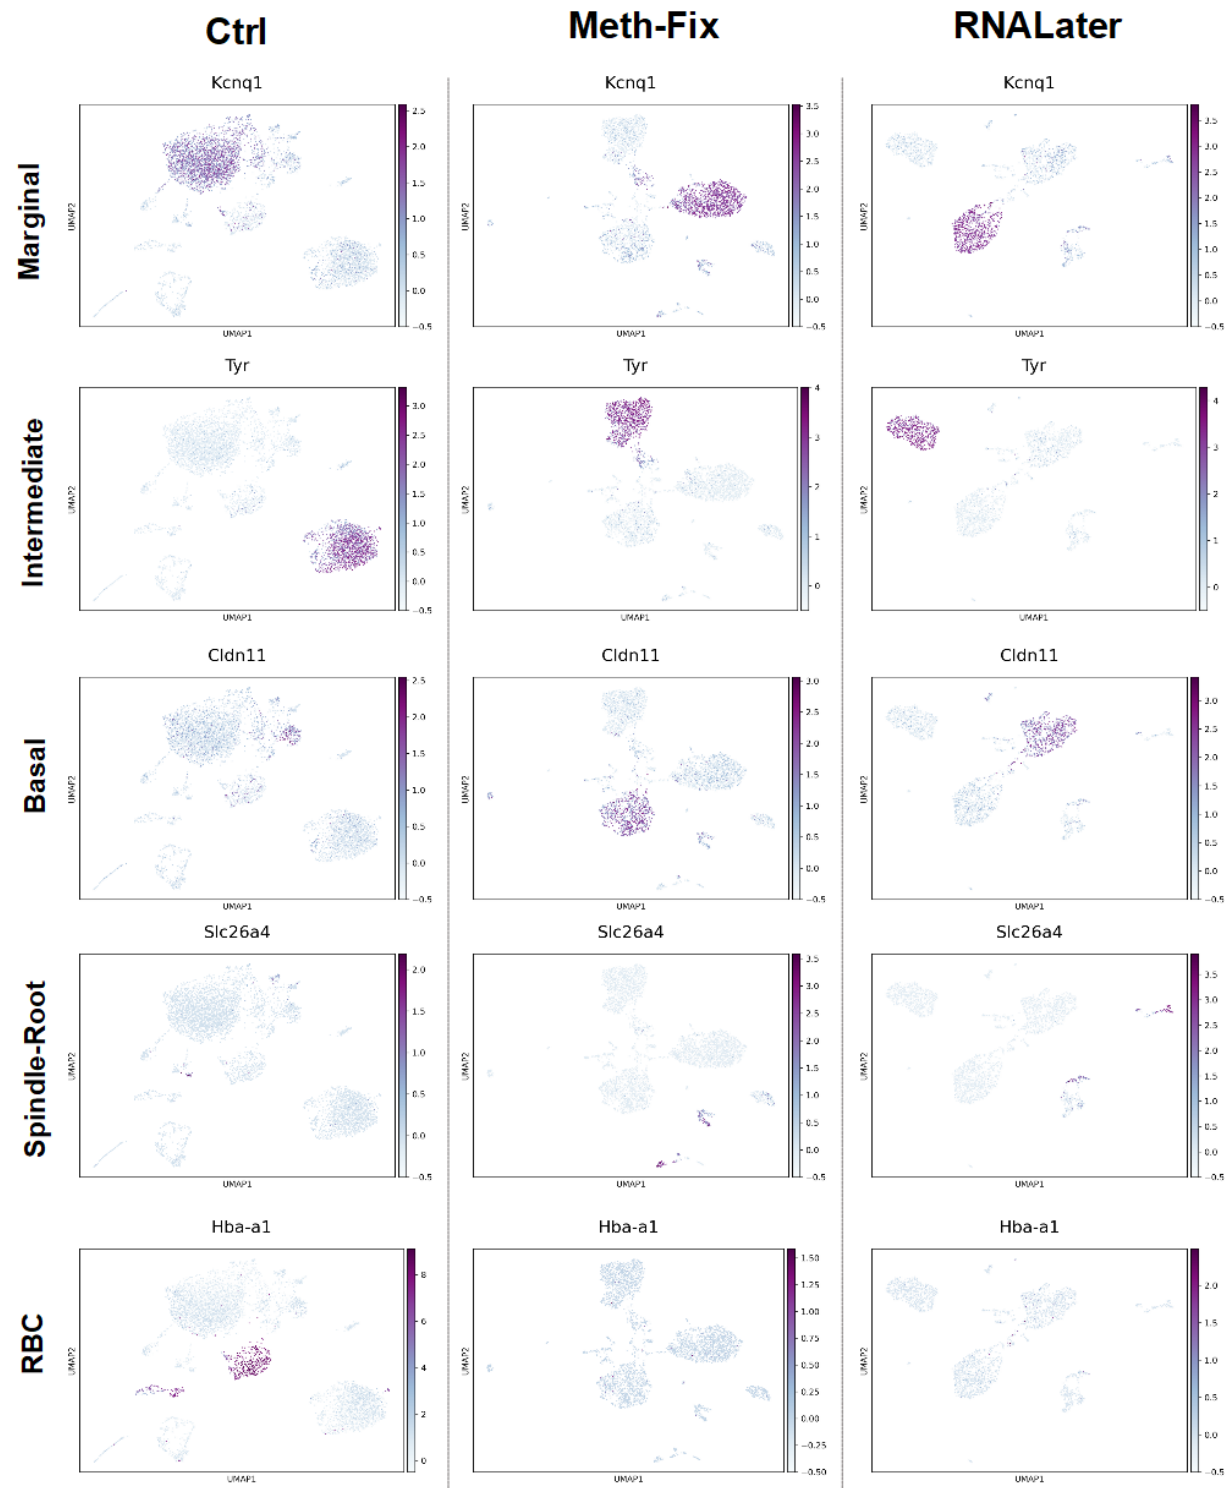

Supplementary Figure S2-2

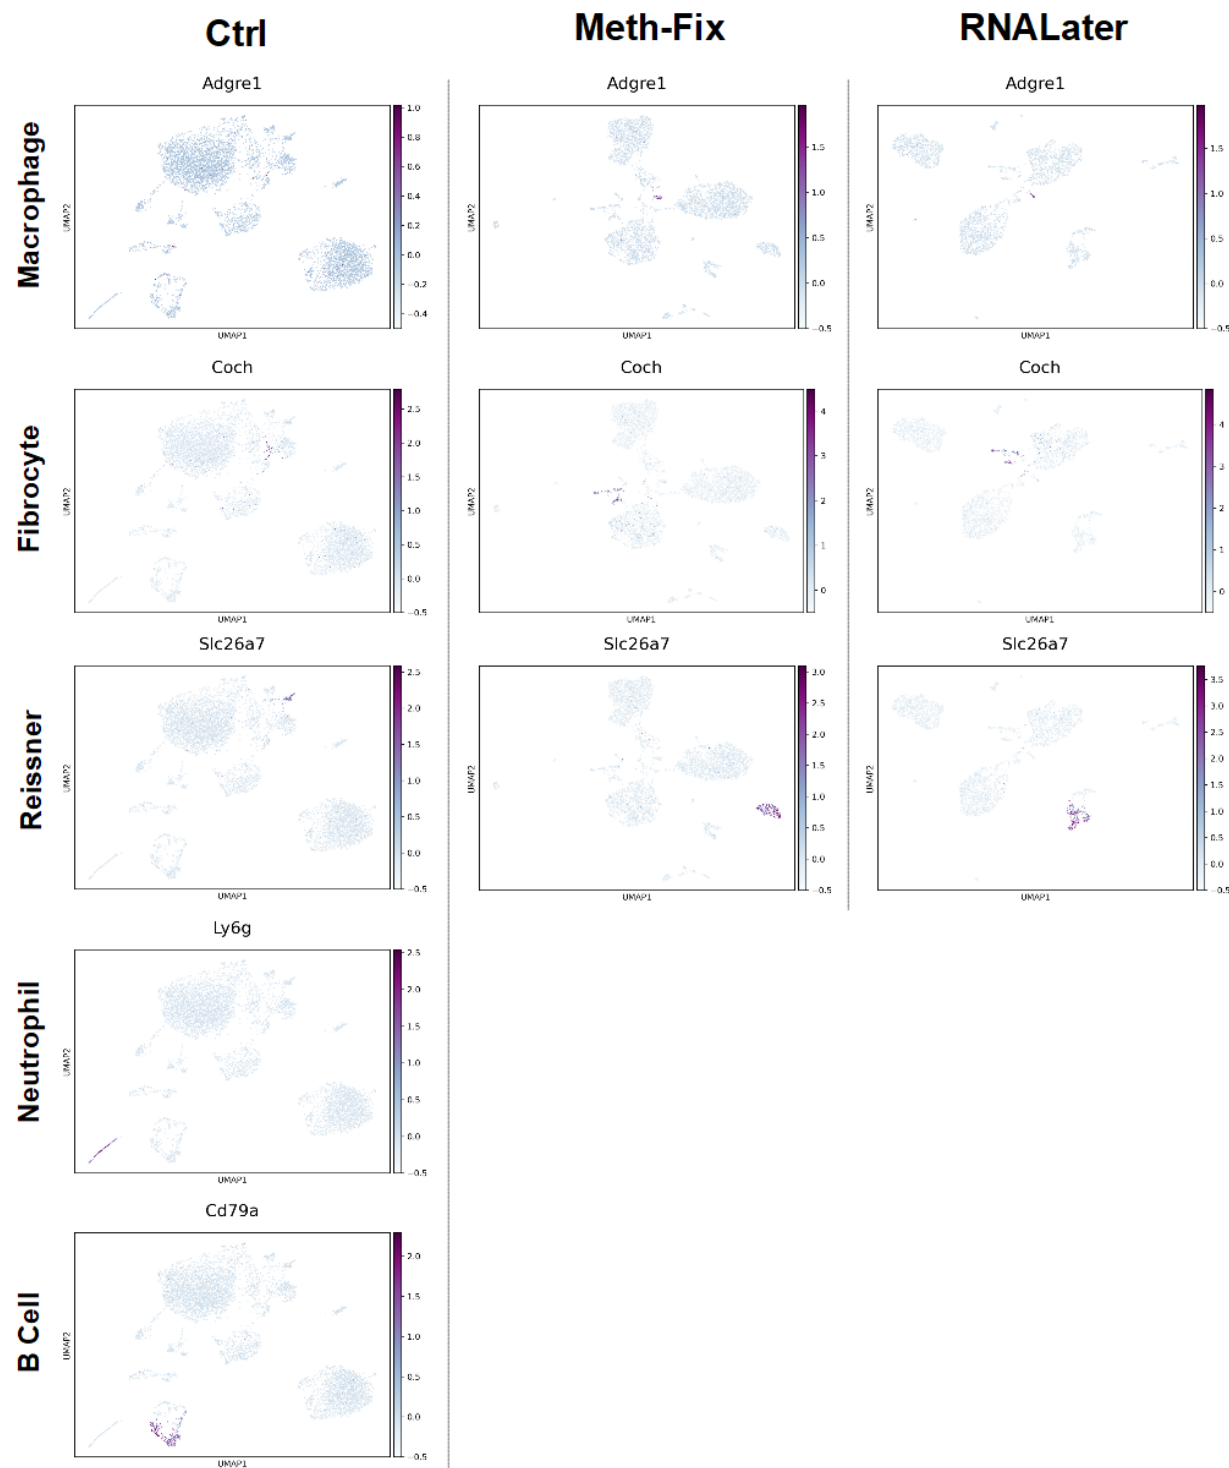

# Supplementary Figure S3

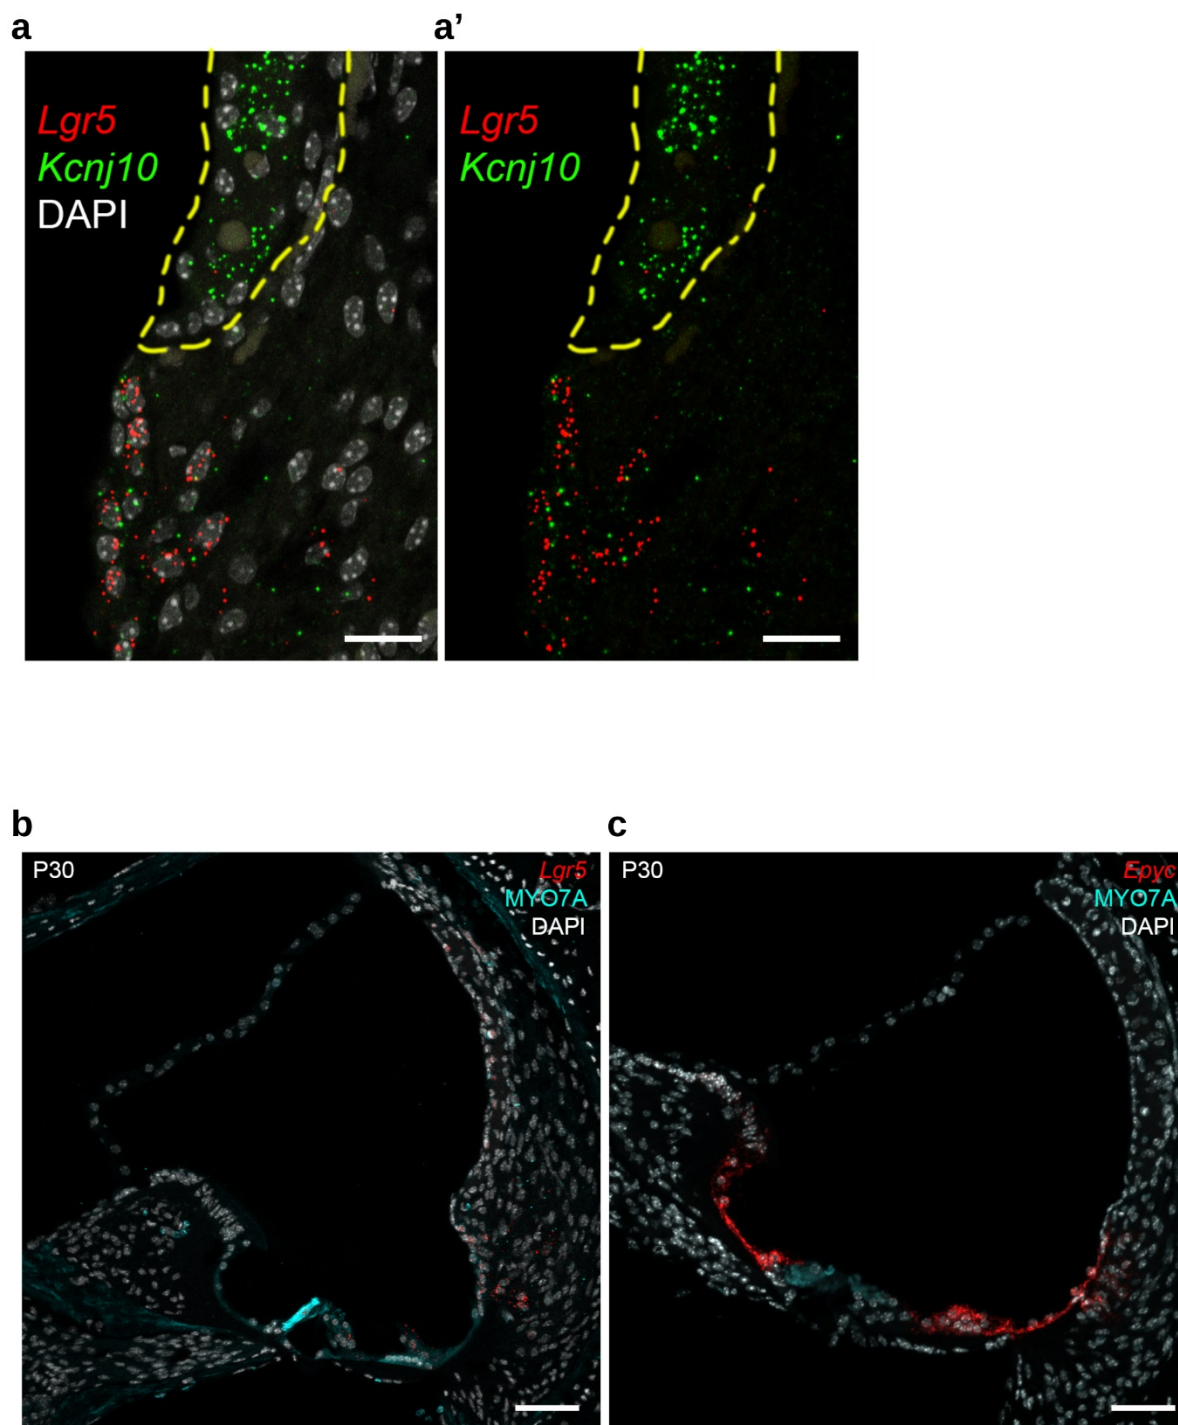

Supplementary Figure S4

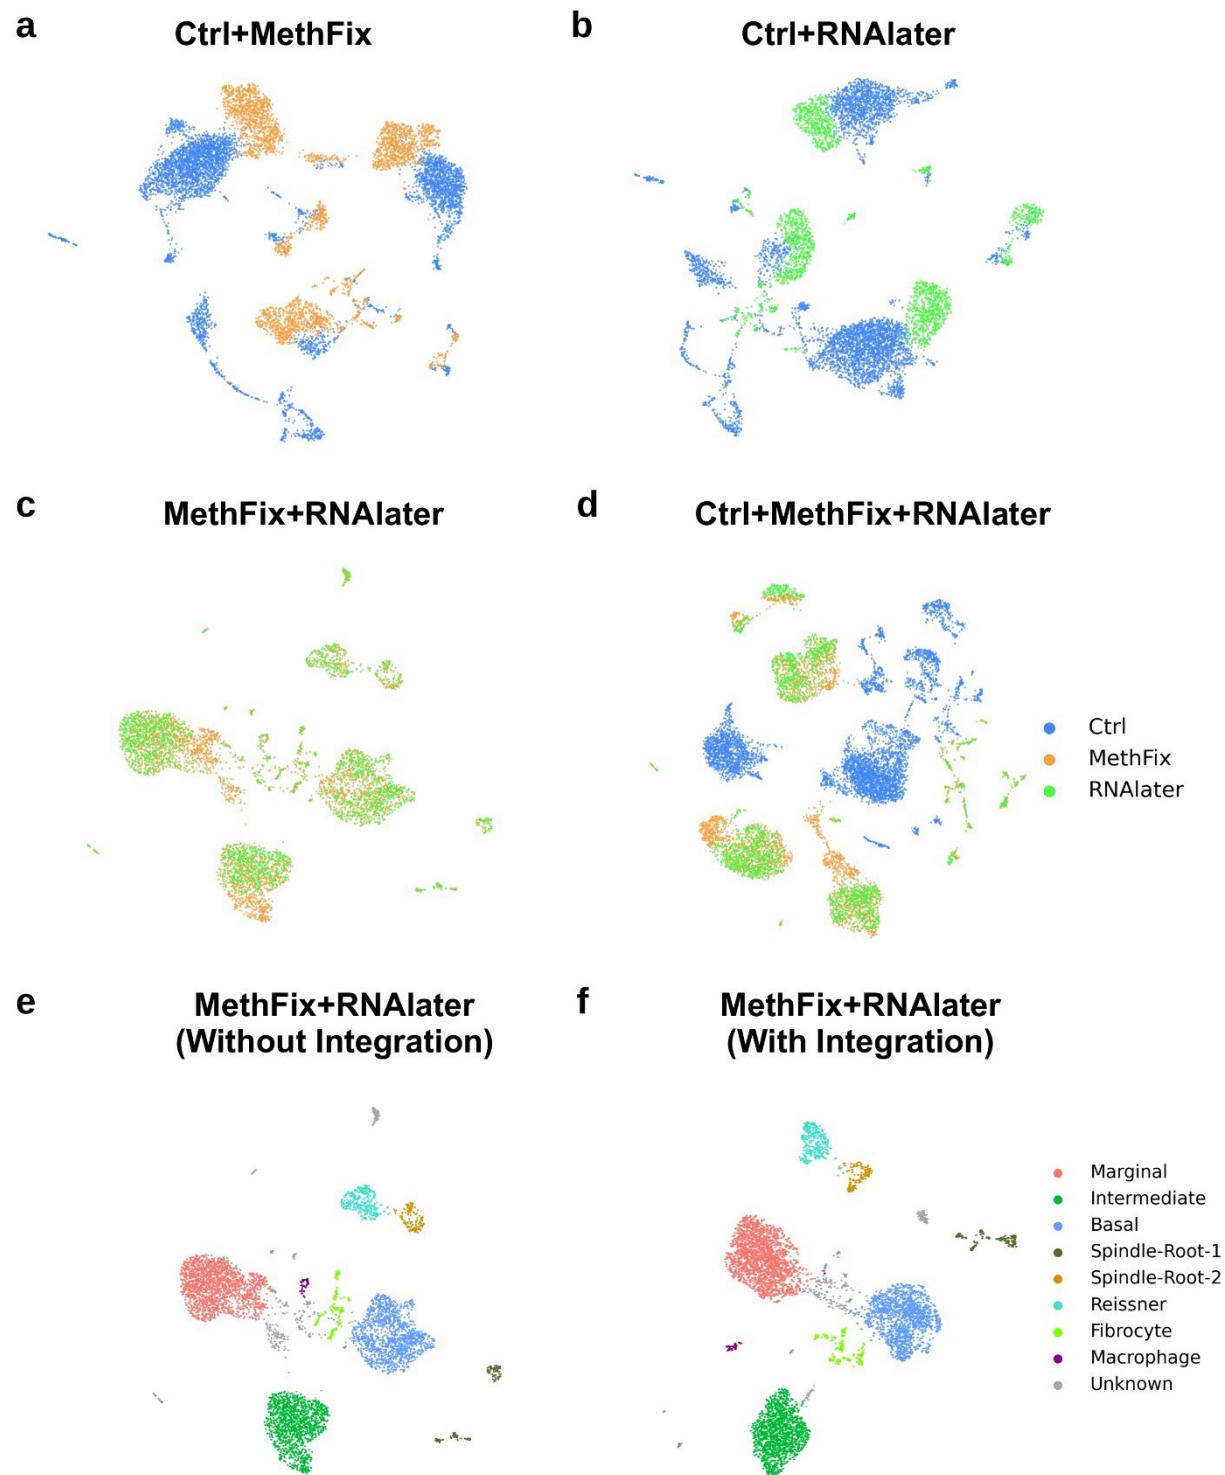

Supplementary Figure S5

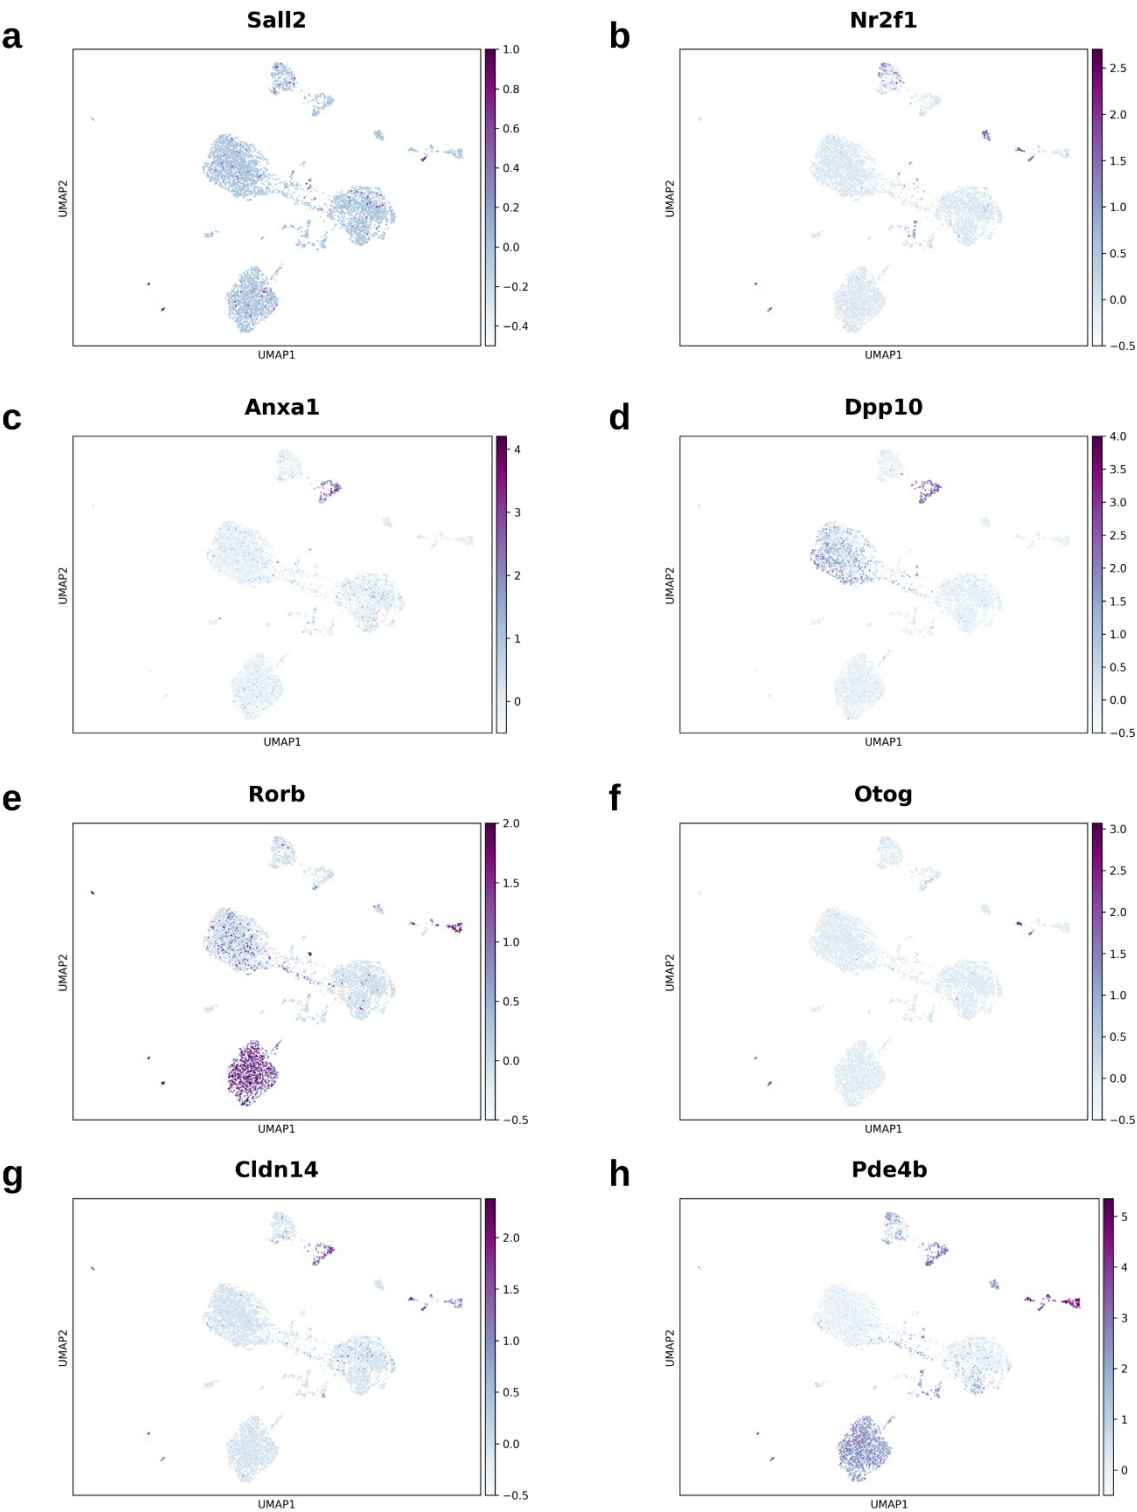

Supplementary Figure S6

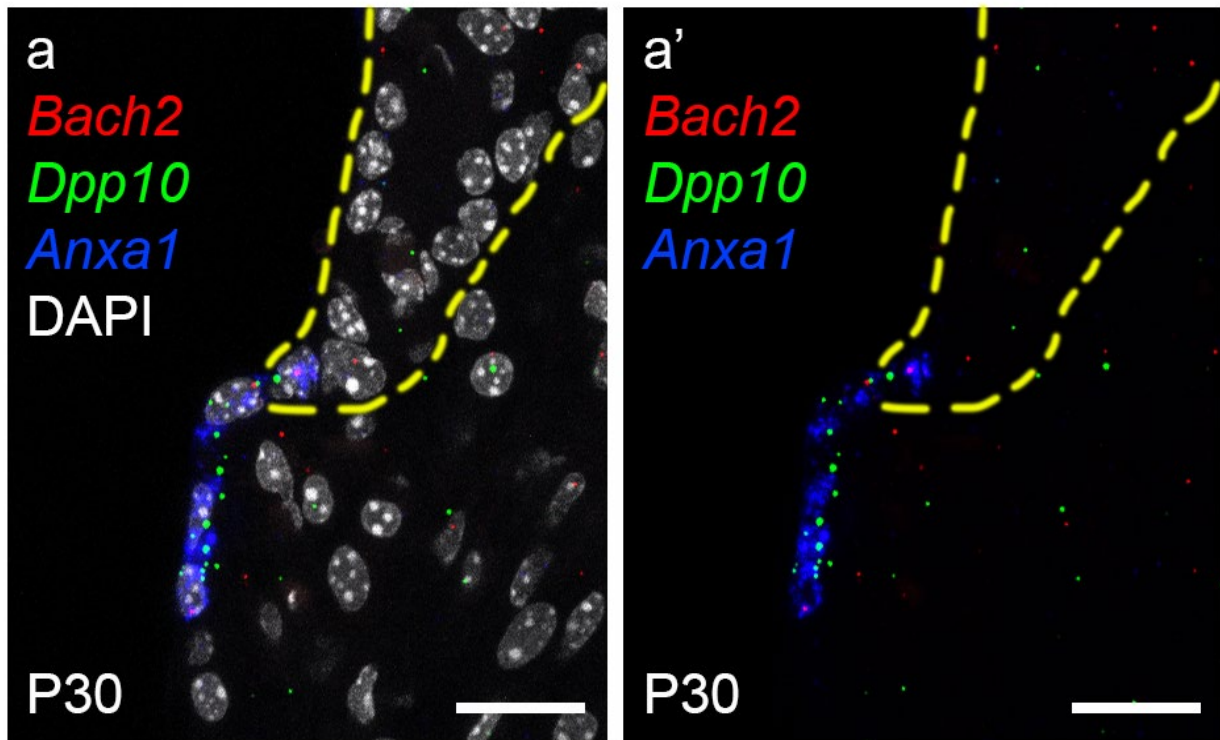

Supplementary Figure S7

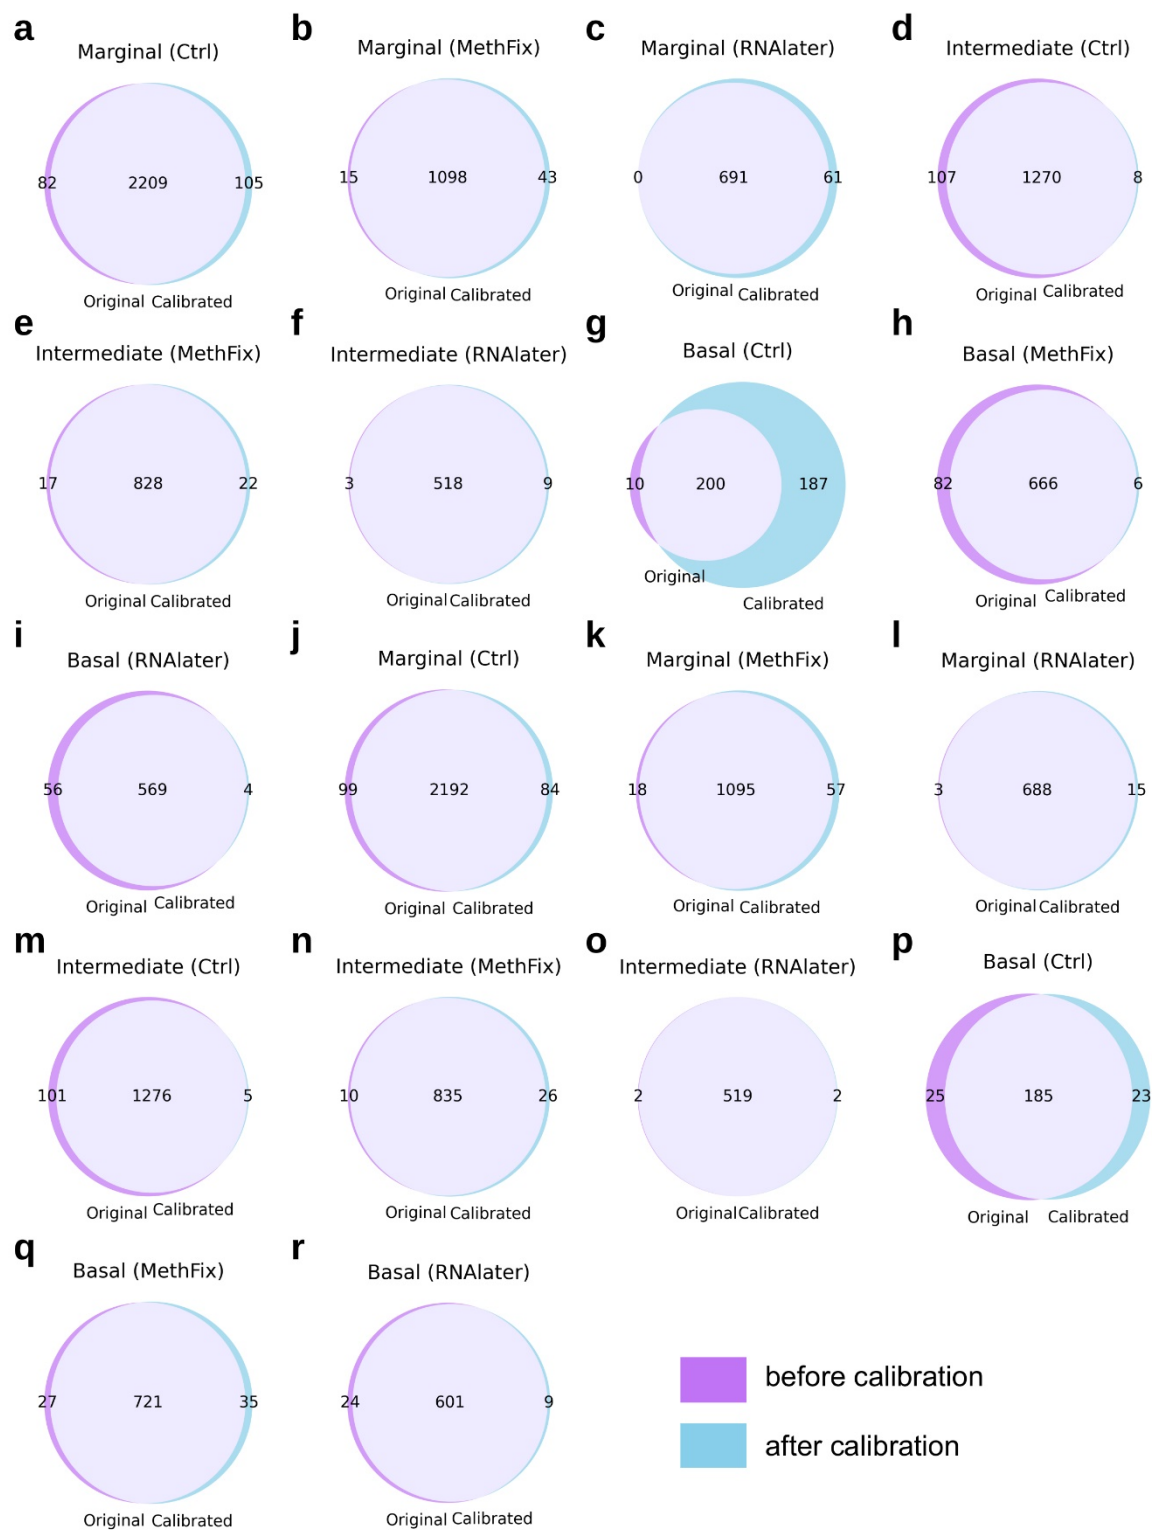

## Supplementary figure legends

**Supplementary Figure S1** Comparison of three datasets. **(a)** The schematic for the sample preparation steps. **(b)** Nuclei numbers after sequential data quality control steps. Based on sequential data quality control steps, 11057, 4748, and 3868 initial nuclei were downsampled to 5176, 3371, and 2310 final nuclei in the Ctrl, MethFix, and RNAlater datasets, respectively. **(c)** Estimated distributional percentage of major SV cell types from adult mice based on cell counts from midmodiolar cochlear cross-sections (N=6 adult CBA/J mice). **(d)** Representative mid-modiolar cochlear cross-section of the SV from adult mice. **(e-g)** Percentages of major SV cell types in **(e)** Ctrl, **(f)** MethFix and **(g)** RNAlater datasets.

**Supplementary Figure S2-1 and S2-2** Expression of known SV cell marker genes. Normalized marker gene expression of different SV cell types in each dataset are visualized by 2D UMAP embedding on each dataset.

**Supplementary Figure S3** Further validation of expression of root cell markers by smFISH. **(a-a')** Co-localization of *Lgr5* (in red) with known root cell marker, *Kcnj10* (in green), in the root cells with DAPI labeling for cell nuclei (in white) **(a)**. Yellow dotted lines indicate location of stria vascularis (SV). Note known *Kcnj10* expression in intermediate cells the stria vascularis. Same image without DAPI labeling is provided **(a')**. Scalebars are 20  $\mu\text{m}$ . **(b)** In addition to expression in root cells, *Lgr5* (in red) is expressed in Deiters cells (dc) and the outer sulcus (os). MYO7A protein (in turquoise) labels hair cells. Scalebar is 50  $\mu\text{m}$ . **(c)** *Epyc* expression is noted in the root cells (rc), outer sulcus (os), and greater epithelial ridge (ger). MYO7A protein (in turquoise) labels hair cells. Scalebar is 50  $\mu\text{m}$ .

**Supplementary Figure S4** Batch effect of three datasets. (a) Ctrl and MethFix datasets are combined on their mutual genes without applying any data merging algorithm. Same combinations are performed on (b) Ctrl and RNAlater datasets, (c) MethFix and RNAlater datasets and (d) all three datasets. (e) Combined MethFix and RNAlater datasets without batch correction. Clusters are annotated by SV cell type specific markers. (f) Combined MethFix and RNAlater datasets with batch correction by Harmony.

**Supplementary Figure S5** Expression of selected regulon genes. (a-b) Normalized gene expression of putative *Sall2* target genes: (a) *Sall2* and (b) *Nr2f1*; (c-d) putative *Bach2* target genes: (c) *Anxa1* and (d) *Dpp10*; (e-h) putative *Rorb* target genes: (e) *Rorb*, (f) *Otog*, (g) *Cldn14* and (h) *Pde4b*, are visualized by 2D UMAP embedding on MethFix-RNAlater combined dataset.

**Supplementary Figure S6** Validation of *Bach2* regulon expression. (a) *Bach2* (in red), *Anxa1* (in blue), and *Dpp10* (in green) RNA are expressed in spindle cells. DAPI (in white) labels cell nuclei. (a') Same image as (a) without DAPI labeling provided. Scalebars are 20  $\mu$ m. Yellow dotted lines indicate location of the stria vascularis (SV).

**Supplementary Figure S7** Minimal cell cycle and sample dissociation impact on cluster composition in sample preservation datasets. Cell cycle impact on marginal cluster composition (a-c), intermediate cluster composition (d-f), and basal cluster composition (g-i). Sample dissociation impact on marginal cluster composition (j-l), intermediate cluster composition (m-o), and basal cluster composition (p-r). Nuclei identified by the original clustering are visualized in purple. Nuclei identified by the calibrated clustering are in skyblue. Common nuclei are visualized in lavender.

How the deposited data were processed for this re-analysis (not part of the article)

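Nuclei of the stria vascularis of mice at postnatal day 30 were measured in 2 libraries, 1 of nuclei fixed in methanol after isolation (MethFix) and 1 of nuclei from tissue kept in RNAlater (RNAlater). The control dataset, the in situ hybridization, the counts on tissue sections, the regulon and gene ontology results and the Harmony integration were not analysed here.

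The authors deposited, for each library, the raw count of unique molecular identifiers (UMIs) per gene and barcode, made by Cell Ranger with default settings against an mm10 genome; the matrix header gives version 3.0.1. The matrices hold the barcodes that Cell Ranger called as cells, with no further filter and no normalization. The list of features holds 48816 entries, 15 of them added transgenes, and 116 gene symbols stand on more than 1 entry. Coordinates are those of GENCODE release M21 on GRCm38, which holds 41341 of the feature identifiers with the same version and 48349 when versions are ignored.

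From the counts, genes found in at least 3 nuclei were kept, and nuclei with at least 200 genes, at most 8000 counts and at most 10% mitochondrial counts. Doublets were removed with Scrublet as run by scanpy 1.11.5, with an expected rate of 0.1 and 30 principal components. Its thresholds were 0.310 in MethFix and 0.354 in RNAlater. The gene variability setting that the methods give for Scrublet was not applied, because scanpy's version selects variable genes by its own rule. Each library was normalized by total counts without the most highly expressed genes, log-transformed, reduced to 4000 variable genes and 30 principal components, and clustered with leidenalg 0.10.2 on 10 neighbours at a resolution of 1 for MethFix and 1.5 for RNAlater, with a fixed seed. The 24 genes that the text names for expression or labelling were left out of the variable genes. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and R 4.3.3.

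Clusters were named from marker lists for 15 classes, fixed before the data were examined. The root and spindle lists were set for the paper's Spindle-Root-1 and Spindle-Root-2, so these names are not independent of its sub-clusters. The score of a class was the mean over its markers of the log2 ratio of CPM to the 25th percentile over clusters, with 10 added to both. A name needed a score of at least 1, at least 3 detected markers and at least 0.7 of the highest score of that class, and a margin of 0.1 over the next class. This rule for scores was set after looking at the clusters, as the last of 3 that were tried. Before naming, a cluster of at least 30 nuclei with more than 1 class at 0.8 or more of its highest score was divided once. This division used a resolution of 1 and is not in the methods. The macrophage and neuron groups of both libraries and the MethFix Schwann cell group came from it. Clusters without a name were left out of the comparisons of classes. The class named fibrocyte, which is among the other classes there, covers different clusters in the 2 libraries.

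Before the data were examined, edgeR's quasi-likelihood test with the library as a block was set as the test of root against spindle nuclei and of both against the other classes. It was not used to call genes, because the shared barcodes leave the 2 libraries as 1 sample, so no p-value is given. In its place, UMIs were summed per class and library, divided by total UMIs times the TMM factor of edgeR 4.0.16, and the log2 ratios were averaged over both libraries. This definition was set after values had been seen, and it was changed on the way. A class with 0 UMIs was set to a floor of 3 counts, which makes the ratio a bound, and no ratio was given where both classes were at or below the floor. Classes needed at least 10 nuclei in each library, and 8970 genes entered the fit. A class below this number in 1 of the 2 clusterings was left out of both. The ratios of edgeR's fitted contrast and of DESeq2 1.42.0 were computed as alternatives.

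The genes named are those that the text of the paper names and, for each comparison and direction, the first 5 by log2 ratio, with the floor where a class has no UMI, among those with a size of at least 2, the same direction in both libraries and at least 50 UMIs in the higher class. The rule fixed before the data were examined used the fitted fold change and the threshold of the test, which this ratio and the size of 2 replaced. The first 5 by edgeR's fitted contrast are named beside them where the ranking is reported. Genes on the naming lists are given no ratio. Hba-a1, Cd79a and Ly6g, whose lists named no cluster, are given over all nuclei kept. The result for a gene on the hair cell list is not reported here. On simulated data with 7817 genes and 200 changed genes, 199 of the changed genes had a ratio, all 199 had the right sign, and 186 (93.5%) lay within 1 of the simulated log2 ratio. All simulated changes were of size 2 on the log2 scale, with the classes held fixed. Larger ratios and the clustering itself were therefore not covered.

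Precision is limited by depth. The root nuclei had a median of 2915.5 UMIs in MethFix and 3523 in RNAlater, and the spindle nuclei 2453 and 3325. Numbers of genes and shares of nuclei with a UMI were also computed after thinning each nucleus to 1000 UMIs. In all, 42 alternatives were set before the data were examined and 9 were added afterwards, among them the sets without the barcodes found in both matrices. The rule that compares a log2 ratio with its interval under an alternative was corrected after a first version. Lists of motile cilia, hair cell and root genes were used for the tests of clusters and barcodes in the closing section.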

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

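The tests in this part were set before their results were seen.

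A MethFix cluster of 85 nuclei was led by genes of motile cilia, among them Dnah12, Spag16 and Dnah5, which the paper does not report. None of its barcodes is in the RNAlater matrix, and its median depth was 4651 UMIs. A list of 6 other genes of motile cilia, Foxj1, Dnai1, Ccdc39, Tekt1, Rsph1 and Cfap43, stood at 217 CPM in the cluster and at 18.3 in the other MethFix nuclei, on 85 UMIs. Of these 6 genes, 2 (Foxj1 and Cfap43) had at least 3 UMIs and an interval above the value of every other cluster, on 4 and 65 UMIs. The highest value among the other clusters rested on 1 UMI for each of Foxj1, Ccdc39, Tekt1 and Cfap43, in clusters of 219, 8, 38 and 7 nuclei, which is too few to rank the clusters, and whether the nuclei are of a ciliated cell type stays open. RNA or nuclei of other cell types in the same droplets were tested with markers of marginal and intermediate nuclei. Both sets were higher in the cluster than in basal nuclei with barcodes only in the MethFix matrix, by 5.74 times (5.03 to 6.57) for marginal and 9.25 times for intermediate markers, and they reached 46.7% and 39.1% of the level in their own class. The cluster may therefore hold RNA of several cell types, and droplets with more than 1 nucleus stay open beside ciliated cells. As the cluster is in 1 library only, it may also belong to that library and not to a cell type.

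A cluster of 8 MethFix nuclei and 9 RNAlater nuclei was led by genes that include Loxhd1, Tmc1 and Slc26a5, which the paper does not report. A list of 6 other hair cell genes stood at 3359 CPM in MethFix, against 12.2 in the other nuclei, and at 2904 in RNAlater, against 14.8. Of the 6 genes, 3 (Gfi1, Cdh23 and Espn) had at least 3 UMIs and an interval above the value of every other cluster in both libraries. Pou4f3 had such an interval in RNAlater (7.33 to 219, against 1.74), but on 2 UMIs, and no UMI in MethFix. The intervals of Cdh23 and Espn also lay above that of the next cluster, and Gfi1 had no UMI in any other cluster. With so few nuclei, 3 of 6 genes leaves open whether these may be nuclei of hair cells. No biological difference between the libraries was tested.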

How the results depend on the processing

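The alternatives chosen after the data were seen are the 2 earlier naming rules, the sets without barcodes found in both matrices, edgeR's fitted contrast, the comparison of spindle-root nuclei with other cell types without doublet removal, and the comparison of root with spindle nuclei without the 2 root clusters that have no UMI of Slc26a4. The cause of the changes below was not tested, except where the alternative itself removes or adds nuclei.

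The number of nuclei kept was 3092 in MethFix and 2199 in RNAlater with a mitochondrial limit of 5%, 3532 and 2414 with a limit of 20%, and 3674 and 2613 with no upper count limit. At least 500 genes per nucleus left 3238 MethFix nuclei, and no doublet removal left 3596. The median number of genes per nucleus was 1822.5 in MethFix and 2273 in RNAlater with no upper count limit, 1776 in MethFix with at least 500 genes, 671 and 682 after thinning to 1000 UMIs, and 1095 in MethFix with the barcodes in both matrices left out.

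The share of spindle and root nuclei stayed within its counting interval in both libraries under each filter, resolution, gene number, normalization, seed and naming rule tried. With the barcodes in both matrices left out, the MethFix share was 5.22%. The naming rules that were tried earlier left 394 and 365 MethFix nuclei and 273 and 283 RNAlater nuclei without a name.

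In the comparison of root with spindle nuclei, all 21 named genes kept their sign and stayed within their interval under DESeq2's size factors, edgeR's fitted contrast, 1 clustering of each library, a fit of only root and spindle nuclei, and no doublet removal. Where a class has no UMI the interval is open on 1 side, and edgeR's fitted contrast gave 12.76 for Lgr5, 11.64 for Nr2f1 and -14.41 for Dpp10, where the ratios reported are 5.71, 4.59 and -7.64 with the floor. None of the first 5 genes higher in root nuclei, and 1 of the first 5 higher in spindle nuclei, was among the first 5 by that contrast, so the order depends on how counts of 0 are treated. Without the root clusters of 14 and 13 nuclei that have no UMI of Slc26a4, 17 genes had a value and none changed sign. Kcnb2 fell to 1.01, Otog to 2.30 and the bound of Nr2f1 to 3.88, all beyond their intervals, and Pde4b rose to 2.24. Rorb was at 6.26 and Lgr5 at 5.87 with the floor. Dgkb, RP23-416J8.1 and Sall2 did not pass the filter on low counts. Slc26a4, by which the clusters left out were picked, was given no value. Leaving out each library in turn gave log2 ratios from 3.11 to 5.22 for Epyc, where the higher value is a bound, from -0.92 to 0.27 for Kcnj16 and from -0.18 to 0.10 for Cldn14. Without MethFix, the sign was reversed for Kcnj16 (0.27) and Cldn14 (0.10). Cldn14 also changed sign with no filter on low counts (0.00617) and with the named genes kept in the clustering (0.0126), values within counting error of 0.

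For spindle and root nuclei against the other cell types, edgeR's fitted contrast moved 18 of 21 log2 ratios, 6 to a larger size, among them Slc26a4 at 9.02 and Kcnj16 at 7.86, and 12 to a smaller one, among them Lgr5 at 3.89, Rspo2 at 5.58, Dpp10 at 0.94, Nr2f1 at 0.57 and Cdh18 at -1.78. This contrast averages root with spindle nuclei, and the other classes with each other, on the log scale. The ratio reported sums the UMIs on each side. All 21 signs were kept, but the order was not, as 2 of the first 5 genes higher in spindle and root nuclei and none of the first 5 lower there were among the first 5 by that contrast.

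No replicate block was used when the libraries were pooled, and the log2 ratios of all 21 genes then stayed within their intervals in both comparisons, with Epyc at 3.81 for root against spindle. Each library is the only one of its preservation method, so the block pairs no replicates.

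The share of neighbours from the other library, relative to random mixing, was 0.530 for marginal, 0.645 for intermediate and 0.903 for basal nuclei with genes centred within each library. With 50 nearest neighbours it was 0.931, 0.903, 0.949 and, for root nuclei, 1.01. After thinning it was 0.984 for intermediate, 1.06 for basal and 1.18 for root nuclei. With the MethFix nuclei of shared barcodes left out it was 0 for marginal, intermediate and basal nuclei and 0.468 for spindle nuclei.

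Of 46 levels of named genes per class and library, 7 moved beyond their interval when computed as the mean over nuclei, 1 with no doublet removal and 0 with the named genes kept in the clustering.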

Differences from the paper's values

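The comparison with all deposited barcodes in this part was chosen after the values were seen.

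None of the values compared differs from the paper's by more than 1.5 times. The paper gives 3371 nuclei for MethFix, 2310 for RNAlater and 5681 in all, and 3372, 2311 and 5683 were kept here. The paper's shares of spindle and root cells are 6.2% and 6.3%, and those found here are 6.34% and 6.98%. For MethFix, the paper's shares of marginal, intermediate and basal cells are about 39%, about 29% and about 26% in Suppl. Fig. S1f, read by eye, against 38.3%, 29.5% and 25.8%. For RNAlater they are about 35%, about 27% and about 32% in Suppl. Fig. S1g, read by eye, against 34.9%, 27.3% and 30.8%.

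The paper's median numbers of genes per nucleus are 1682 for MethFix and 1857 for RNAlater, and over the nuclei kept here they were 1740 and 2153. Over all deposited barcodes, before any filter, a setting chosen after seeing the values, the medians were 1682.5 and 1857.5.

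The paper finds no significant difference in the number of genes between the MethFix and RNAlater datasets. Over the nuclei kept here, the counting intervals of the medians were 1697 to 1769 and 2121 to 2192, and no test was run. The paper detects no batch effect between these datasets. Over all nuclei kept, the median share of neighbours from the other library was 0.963 of random mixing for marginal nuclei, and for marginal nuclei with barcodes only in the MethFix matrix it was 0.265. The latter had a median of 2307 UMIs, against 6088.5 for RNAlater marginal nuclei. Depth was therefore not separated from a library effect.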

Other observations

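Of the tests in this part, the 3 on the barcodes found in both matrices and that on nuclei left without the name root were chosen after the result was seen. The test on the filters was set before.

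The paper does not report that the MethFix and RNAlater matrices share barcodes. Separate captures that share barcodes by chance are excluded as an explanation for the 3323 shared barcodes, as 99.9% of them matched their own profile in the other matrix best, with a median correlation of 0.864 against 0.123 for a random barcode. A small share of reads assigned to the wrong library is excluded too, since the RNAlater UMIs were a median of 1.20 times the MethFix UMIs. Of the genes and barcodes with 1 UMI in MethFix, 65.5% also had 1 in RNAlater and 19.1% had none, where independent sampling would leave 29.8% with none. The squared difference of the counts was 0.490 of that of separate samplings, which suggests that many of the same molecules were counted in both matrices. Which preservation method the shared nuclei went through, and at which step the libraries came to share them, stays open. Where the shared barcodes carry a result, the MethFix and RNAlater values may not be separate evidence.

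Root nuclei were scarce among the MethFix nuclei whose barcodes are not in the RNAlater matrix, with 4 root and 38 spindle nuclei against 82 and 59 among the shared barcodes. Reissner's membrane nuclei were scarce there too, at 1.14% of the nuclei kept against 5.98%. Basal nuclei made up 16.1% of the major cell types against 29.6%. The shares of marginal, intermediate and spindle nuclei were higher there. If root nuclei were there without the name at their lower depth, their genes would still be found. CPM of Lgr5, Epyc, Otog and Rspo2 together were 0.156 of those in the shared barcodes (0.104 to 0.227) over the nuclei kept. Over all deposited barcodes before any filter they were 0.174 (0.139 to 0.216). Neither the naming nor the filters therefore account for the scarcity of root nuclei. Anxa1 went the other way, at 2.14 times (1.86 to 2.45) over the nuclei kept and 1.64 times over all deposited barcodes. A candidate explanation is that the barcodes only in the MethFix matrix come from a preparation with fewer root, basal and Reissner's membrane cells. This was not tested.

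The root nuclei were not uniform. In MethFix, a cluster of 34 root nuclei had 4465 CPM of Slc26a4 and no UMI of Otog, a cluster of 38 had 1282 of Epyc, and a cluster of 14 had 1563 of Otog, 744 of Nr2f1 and 260.5 of Lgr5 with no UMI of Epyc, Rspo2 or Slc26a4. In RNAlater, a cluster of 13 had 1495 of Otog, 855 of Nr2f1 and 320.5 of Lgr5, also with no UMI of Epyc, Rspo2 or Slc26a4. The barcodes of all nuclei in these 2 clusters of 14 and 13 are in both matrices. No explanation was tested.

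Dpp10 had a UMI in 38.0% of the MethFix marginal nuclei (median depth 4552 UMIs) and in 1.06% of the intermediate nuclei (median depth 4030). Bach2 stood at 601 CPM (344 to 976) in the 14 MethFix macrophage nuclei and at 839 (532 to 1260) in the 14 of RNAlater. Kcnj10 stood at 131 (91.9 to 182) in MethFix root nuclei and 143 (104 to 192) in RNAlater root nuclei, against 154 and 161 in basal and 978 and 1077 in intermediate nuclei.

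Of the first 5 genes lower in spindle and root nuclei than in the other classes compared, Stac was among the naming markers. The log2 ratios of the others were -6.75 for Cdh18, -6.62 for Sgip1, -6.60 for Pax3, which had no UMI in MethFix spindle and root nuclei and was set to the floor there, and -6.55 for Lrfn5. edgeR's fitted contrast gave -1.78, -3.41, -4.19 and -1.88. The first 5 by that contrast were P3h2, Rasa3, Nrp1, Rapgef4os1 and Insc, none of them among the first 5 by ratio, and 4 of these had no UMI in spindle and root nuclei.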
